# Use of NAD tagSeq II to identify growth phase-dependent alterations in *E. coli* RNA NAD^+^ capping

**DOI:** 10.1073/pnas.2026183118

**Published:** 2021-03-29

**Authors:** Hailei Zhang, Huan Zhong, Xufeng Wang, Shoudong Zhang, Xiaojian Shao, Hao Hu, Zhiling Yu, Zongwei Cai, Xuemei Chen, Yiji Xia

**Keywords:** NAD^+^-capped RNAs, *E. coli*, gene regulation, SPAAC, NAD tagSeq II

## Abstract

Recent findings regarding nicotinamide adenine dinucleotide (NAD^+^)-capped RNAs (NAD-RNAs) indicate that prokaryotes and eukaryotes employ noncanonical RNA capping to regulate gene expression. Two methods for transcriptome-wide analysis of NAD-RNAs, NAD captureSeq and NAD tagSeq, are based on copper-catalyzed azide-alkyne cycloaddition (CuAAC) click chemistry to label NAD-RNAs. However, copper ions can fragment/degrade RNA, interfering with the analyses. Here we report development of NAD tagSeq II, which uses copper-free, strain-promoted azide-alkyne cycloaddition (SPAAC) for labeling NAD-RNAs, followed by identification of tagged RNA by single-molecule direct RNA sequencing. We used this method to compare NAD-RNA and total transcript profiles of *Escherichia coli* cells in the exponential and stationary phases. We identified hundreds of NAD-RNA species in *E. coli* and revealed genome-wide alterations of NAD-RNA profiles in the different growth phases. Although no or few NAD-RNAs were detected from some of the most highly expressed genes, the transcripts of some genes were found to be primarily NAD-RNAs. Our study suggests that NAD-RNAs play roles in linking nutrient cues with gene regulation in *E. coli*.

## Significance

Some RNAs in both prokaryotes and eukaryotes were recently found to contain the NAD^+^ cap, indicating a novel mechanism in gene regulation through noncanonical RNA capping. Copper-catalyzed azide-alkyne cycloaddition (CuAAC) click chemistry has been used to label NAD^+^-capped RNAs (NAD-RNAs) for their identification. However, copper-caused RNA fragmentation/degradation interferes with the analysis. We developed the NAD tagSeq II method for transcriptome-wide NAD-RNA analysis based on copper-free, strain-promoted azide-alkyne cycloaddition (SPAAC) click chemistry. This method was used to compare NAD-RNA and total transcriptome profiles in *Escherichia coli*. Our study reveals genome-wide alterations in *E. coli* RNA NAD^+^ capping in different growth phases and indicates that NAD-RNAs could be the primary form of transcripts from some genes under certain environments.

The 5′ end of eukaryotic messenger RNAs (mRNAs) typically contains a 7-methylguanylate (m^7^G) cap, which stabilizes the mRNA and serves as a molecular mark to recruit cap-binding proteins for RNA processing, nuclear export, and translational initiation (1–4). RNAs in prokaryotes were once thought to lack a cap and have only a 5′-triphosphorylated end from the initiation nucleotide (5). However, it has been recently reported that some RNAs in bacteria contain a nicotinamide adenine dinucleotide (NAD^+^) moiety at their 5′ end (6–10). Later, eukaryotic organisms, including yeast, mammalian cells, and *Arabidopsis* plants, were also found to produce NAD-capped RNAs (NAD-RNAs) (11–14).

A NAD-RNA can be synthesized when an RNA polymerase uses NAD^+^ as the first nucleotide, in place of adenosine triphosphate (ATP), during transcription initiation (10, 15). There is also a possibility that the NAD^+^ cap could be incorporated posttranscriptionally (11). In addition to the NAD^+^ cap, RNAs might also be capped with other noncanonical initial nucleotides (NCINs) (8, 15–20). The presence of NAD^+^ and other NCIN caps indicates another layer of gene regulation through complex RNA capping and decapping processes. In *Escherichia coli*, the NAD^+^ cap was found to enhance RNA stability (7, 15). However, molecular and physiological functions of NAD-RNAs remain elusive.

NAD captureSeq was the first method developed for transcriptome-wide identification of NAD-RNAs (7). NAD captureSeq uses ADP ribose cyclase (ADPRC)-catalyzed replacement of the nicotinamide of NAD^+^ with an alkyne followed by copper-catalyzed azide-alkyne cycloaddition (CuAAC) to label NAD-RNAs with biotin. Biotin-conjugated RNAs are then enriched by streptavidin resin to make a cDNA library that is sequenced and quantified for enrichment of tagged RNAs. Using NAD captureSeq, 53 NAD-RNAs were identified from *E. coli* (7). The method was later used for the identification of over 37 NAD-RNAs from yeast and a wider range of NAD-RNAs from mammalian cells and *Arabidopsis* plants (11–13). A recent study using NAD captureSeq identified thousands of NAD-RNAs in yeast, mostly from 5′ regions of protein-coding genes (21).

We recently developed a method termed NAD tagSeq for transcriptome-wide NAD-RNA identification and characterization in *Arabidopsis* (14, 22). Like NAD captureSeq, NAD tagSeq also uses the ADPRC-catalyzed enzymatic reaction and CuAAC click chemistry for labeling NAD-RNAs. However, in NAD tagSeq, NAD-RNAs are labeled with a synthetic RNA tag. After tagging, tagged and untagged RNAs are then identified and quantified by direct RNA sequencing using the Oxford Nanopore single-molecule sequencing technology. NAD tagSeq is simpler than NAD captureSeq, does not involve PCR amplification and cDNA library construction, and generates more detailed information on whole sequences of NAD-RNAs. Additionally, by directly sequencing both tagged and untagged RNAs without enrichment of tagged RNAs, NAD tagSeq can determine the relative abundances of NAD-RNAs and total transcripts simultaneously (14).

Both NAD captureSeq and NAD tagSeq use CuAAC click chemistry to label NAD-RNAs. However, radicals produced as a result of copper-mediated oxidation during CuAAC are detrimental to biomolecules and cause fragmentation/degradation of RNAs (23–25). RNA fragmentation during the tagging processes could cause bias toward identifying 5′-terminal fragments as NAD-RNAs and underestimation of NAD-capped transcripts. Here, we report development of a modified NAD tagging and sequencing method, termed NAD tagSeq II, which uses copper-free strain-promoted azide-alkyne cycloaddition (SPAAC) to tag NAD-RNAs. To understand possible roles of NAD-RNAs in gene regulation, we used NAD tagSeq II to simultaneously generate NAD-RNA and total transcriptome profiles in *E. coli* cells in the exponential and stationary phases. We identified at least 279 NAD-RNAs in *E. coli* in the two phases. We found that some genes produced NAD-RNAs as their major form of transcripts. Our results indicated that NAD-RNAs in *E. coli* are preferentially produced from genes that displayed differential expression in the different growth phases and might play roles in linking nutritional cues with molecular mechanisms of metabolic gene regulation.

## Results

### Development of NAD tagSeq II.

NAD captureSeq and NAD tagSeq label NAD-RNAs by first using ADPRC to catalyze the transglycosylation reaction that replaces the nicotinamide of the NAD cap with an alkynyl alcohol and then using CuAAC for conjugation with an azide-linked tag. To adapt SPAAC to NAD tagSeq or NAD captureSeq, an azide moiety, instead of an alkyne moiety, needs to replace the nicotinamide of NAD-RNA in the ADPRC-catalyzed reaction (Fig. 1*A*). The structural analogy between an azido alcohol and an alkynyl alcohol (the presence of the hydroxyl group) suggests that ADPRC is capable of catalyzing the transglycosylation of NAD-RNAs with azido alcohols. To test the feasibility of the reaction, we synthesized a 38-nucleotide (nt) NAD-RNA through in vitro transcription and incubated it with 3-azido-1-propanol in the presence or absence of ADPRC. The reaction product was purified and digested with nuclease P1 to release single nucleotides and either NAD^+^ or the azide-modified NAD^+^. The digest was subjected to mass spectrometry analysis. In the presence of ADPRC, a fragment (*m/z* = 643.1273) was found that differed from the NAD^+^ (*m/z* = 664.1164) observed from the reaction without ADPRC and matched the expected mass of a transglycosylation product replacing nicotinamide with 3-azido-1-propanol (*SI Appendix*, Fig. S1). The result indicates that ADPRC is indeed capable of catalyzing the transglycosylation reaction of NAD-RNA with 3-azido-1-propanol.

**Fig. 1.**
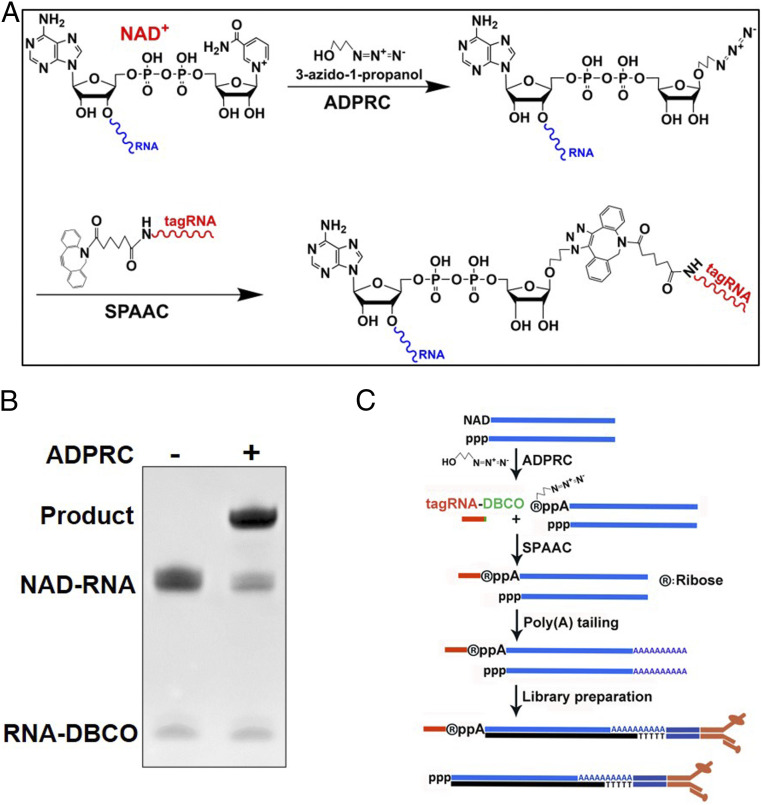
The NAD tagSeq II method. (*A*) Diagram illustrating reactions for labeling NAD-RNAs with a synthetic DBCO-modified RNA tag. In the presence of ADPRC, 3-azido-1-propanol replaces the nicotinamide of NAD-RNA. The azide-functionalized NAD-RNA molecule is then ligated to a synthetic RNA (tagRNA) with a DBCO group at its 3′ end through SPAAC. (*B*) Tagging of a 38-nt NAD-RNA with the synthetic 16-nt RNA-DBCO. The NAD-RNAs were reacted with 3-azido-1-propanol in the presence of ADPRC (ADPRC+) and then with the 16-nt RNA-DBCO, forming the ligation products. No such ligation product was observed in the reaction without ADPRC (ADPRC−). (*C*) Workflow of the NAD tagSeq II method for analysis of NAD-RNAs in *E. coli. E. coli* total RNA samples were subjected to the tagging process as described in *A*. After depletion of rRNAs from the RNA samples, the RNA samples were subjected to polyadenylation using poly(A) polymerase. The poly(A)-tailed RNA samples were used to make a library for sequencing using Oxford nanopore sequencing. A parallel experiment without ADPRC served as a control.

We compared the ADPRC-catalyzed transglycosylation reaction of the 38-nt NAD-RNA with 3-azido-1-propanol or 4-pentyn-1-ol. After the reaction, the RNA samples were purified and digested with nuclease P1. The alkyne- and azide-modified NAD^+^ fragments were quantified using mass spectrometry. It was found that 99.34% (±0.16%) and 99.41% (±0.21%) of the original NAD-RNAs were alkyne modified and azide modified in the presence of 4-pentyn-1-ol and 3-azido-1-propanol, respectively (*SI Appendix*, Fig. S2). The results showed that ADPRC could catalyze the transglycosylation of NAD-RNAs with 3-azido-1-propanol as efficiently as with 4-pentyn-1-ol.

We then used SPAAC to label the 38-nt NAD-RNA with a synthetic 16-nt RNA tag (Fig. 1 *A* and *B*). After replacing the nicotinamide of NAD-RNAs with azide through the ADPRC-catalyzed transglycosylation, the azide-functionalized NAD-RNAs were reacted with the 16-nt RNA tag linked to the DBCO (dibenzocyclooctyne) group at its 3′ end through SPAAC, resulting in conjugation of the original NAD-RNAs with the RNA tag. As shown in Fig. 1*B*, the NAD-RNA and the tag RNA were ligated in the presence of ADPRC, but such a reaction product was not observed in the absence of ADPRC, demonstrating the feasibility of SPAAC-based tagging.

We compared SPAAC-based tagging with CuAAC-based tagging using a 50-nt synthetic NAD-RNA. The products ligated through CuAAC tagging displayed some degree of smearing (Fig. 2*A*), indicating fragmentation of RNAs, whereas SPAAC tagging resulted in over two times more intact ligation products (Fig. 2 *A* and *B*). It would be expected that fragmentation would be more severe when larger cellular RNA molecules are tagged by CuAAC. Indeed, CuAAC tagging of *E. coli* cellular RNAs showed severe RNA fragmentation as compared with SPAAC tagging (Fig. 2*C*). Moreover, overall length of sequencing reads obtained from CuAAC tagging of *E. coli* cellular RNAs was much shorter than the reads from SPAAC tagging (Fig. 2*D*; see below).

**Fig. 2.**
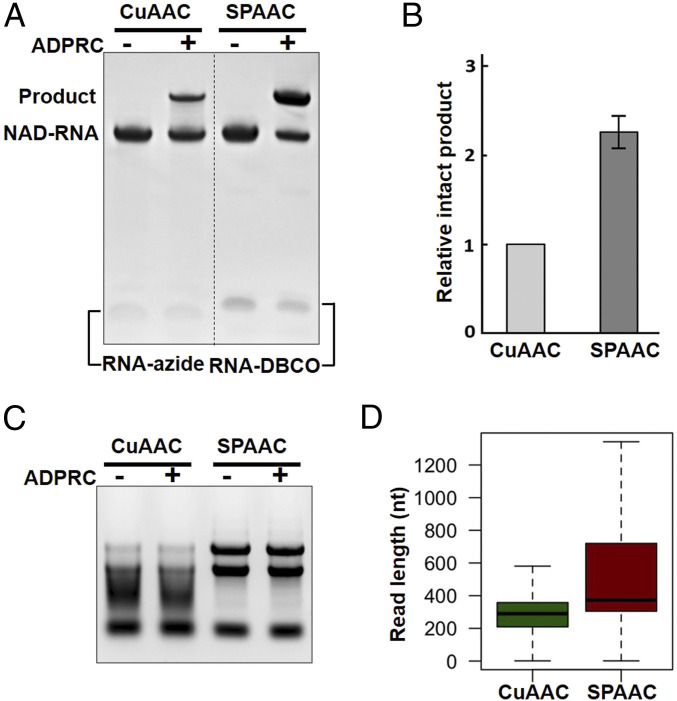
Ligation of NAD-RNAs with RNA tags through CuAAC tagging and SPAAC tagging. (*A*) Comparison of CuAAC and SPAAC tagging of a synthetic NAD-RNA. For CuAAC tagging, a 50-nt NAD-RNA was reacted with 4-pentyn-1-ol in the presence of ADPRC and then with a 16-nt RNA-azide. For SPAAC tagging, an equal amount of the NAD-RNA was reacted with 3-azido-1-propanol in the presence of ADPRC and then with a 16-nt RNA-DBCO. The amount of the 16-nt RNA-azide used in CuAAC was equal to that of the 16-nt RNA-DBCO used in SPAAC. Parallel experiments without ADPRC served as controls. The RNAs were resolved on a 15% denaturing polyacrylamide gel. (*B*) Comparison of the amount of ligation products that remained intact from the two different tagging methods. The intensity of the bands representing intact ligation products in *A* was quantified using ImageJ (https://imagej.nih.gov/ij/). Data were presented as intensity of the band from the SPAAC-based ligation relative to that of the CuAAC-based method from three independent experiments. (*C*) A representative agarose gel image of *E*. *coli* total RNA samples after being subjected to CuAAC and SPAAC tagging. RNAs became highly degraded/fragmented after CuAAC tagging. (*D*) Comparison of length of the sequencing reads obtained from NAD tagSeq (CuAAC tagging, green) and NAD tagSeq II (SPAAC tagging, purple) of *E. coli* RNA samples. Read length is shown as the number of nucleotides (nt) with the first quartile, median, and third quartile as the lower, middle, and upper lines of the boxes, respectively.

### SPAAC-Based Tagging Did Not Lead to Labeling of 5′-Tri, -Di- or -Monophosphate RNAs, FAD-RNA, 5′-Hydroxyl RNA, or Ap_4_A-RNA.

*E. coli* RNAs are mostly synthesized with a triphosphorylated 5′ end, but a major portion of mRNAs contains a 5′ diphosphate (26). RNA decay can result in 5′-monophosphate RNAs and 5′-hydroxyl (5′OH) RNAs (27, 28). In addition, nanoRNA-primed transcription can also produce 5′-hydroxyl RNAs in *E. coli* (29). To test whether 5′-triphosphate, 5′-diphosphate, 5′-monophosphate, or 5′-hydroxyl RNAs could be tagged through SPAAC-based tagging, we synthetized 38-nt RNAs with the above-mentioned 5′ ends by in vitro transcription and subjected them to the SPAAC-based tagging with the 16-nt RNA-DBCO tag. Unlike the 38-nt NAD-RNA, no ligation product was observed for 5′-tri, di-, or monophosphate RNA, or 5′-hydroxyl RNAs (Fig. 3 *A* and *B*).

**Fig. 3.**
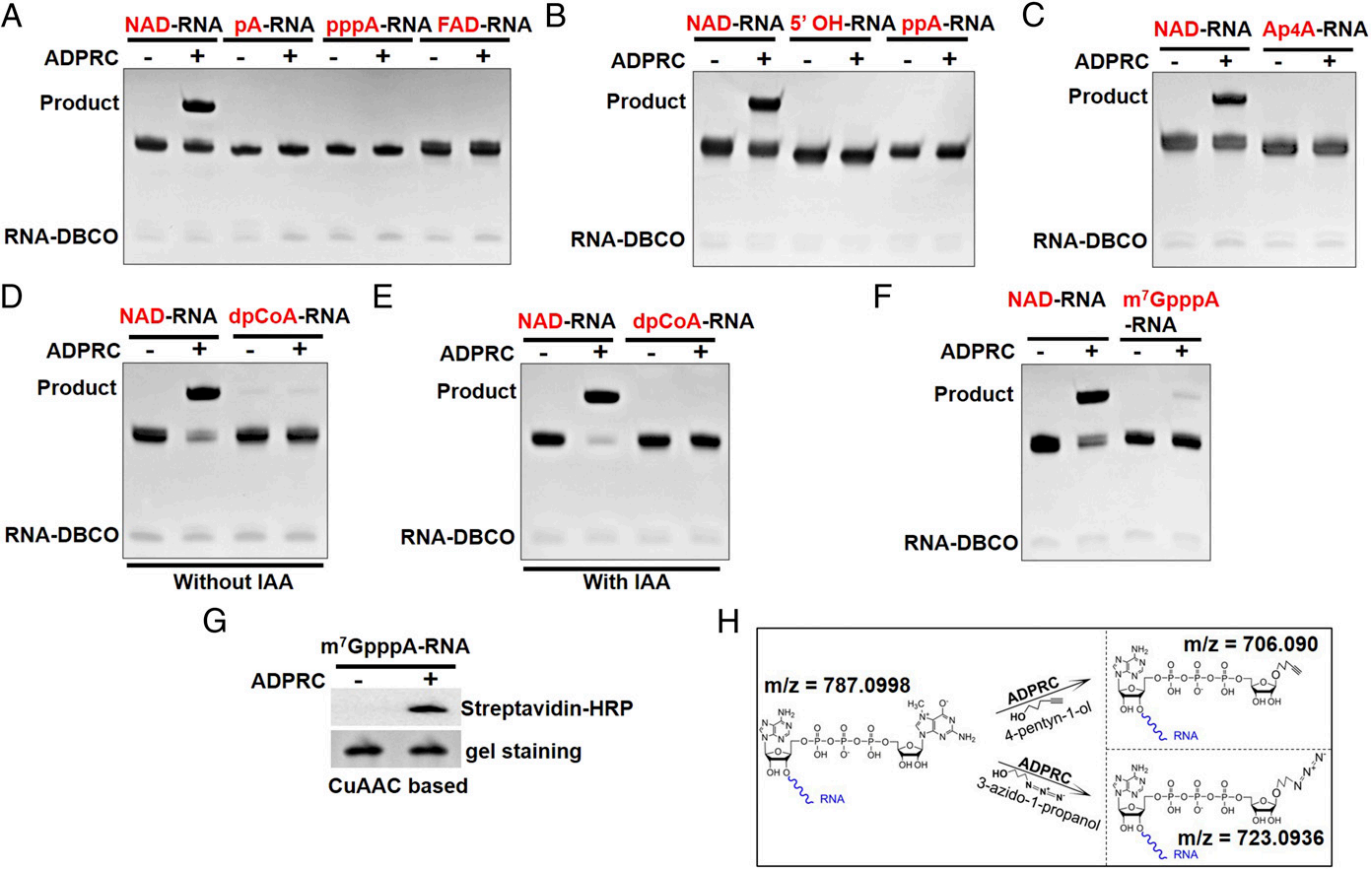
Specificity of the SPAAC-based tagging process. (*A*) Synthetic NAD-RNAs were tagged through SPAAC tagging, but 5′-monophosphate RNA (pA-RNA), 5′-triphosphate RNA (pppA-RNA), and FAD-capped RNA were not tagged with the synthetic RNA tag. (*B*) The 5′-hydroxyl RNA (5′ OH-RNA) and 5′-diphosphate RNA (ppA-RNA) were not tagged with the synthetic RNA tag. (*C*) Ap_4_A-capped RNA (Ap_4_A-RNA) was not tagged with the synthetic RNA tag. (*D*) A very small portion of synthetic dpCoA-capped RNAs was tagged through the SPAAC tagging process, irrespective of the presence of ADPRC. (*E*) The dpCoA-RNAs were first incubated with IAA and then subjected to the same tagging process as in *D*. No ligation product was detected. (*F*) A small portion of m^7^GpppA-RNAs was tagged through SPAAC tagging. (*G*) m^7^GpppA-RNAs were reacted with 4-pentyn-1-ol in the presence or absence of ADPRC and labeled with biotin through CuAAC tagging. m^7^GpppA-RNAs were found tagged with biotin in the presence of ADPRC, which were detected by Streptavidin-HRP. (*H*) Mass spectrometry analysis of alkyne- and azide-modified m^7^GpppA-RNAs after ADPRC reaction.

It has recently been reported that *E. coli* RNAs can also carry dinucleoside tetraphosphates (Np_4_Ns), such as Ap_4_A, at the 5′ end (18–20). We synthetized 38-nt Ap_4_A-capped RNAs by in vitro transcription and it was not found to be tagged by SPAAC tagging (Fig. 3*C*). Other noncanonical RNA caps in prokaryotes, such as the FAD cap and the dephospho-CoA (dpCoA) cap, have also been reported (15–17). To test whether FAD-RNA or dpCoA-RNA could be tagged through SPAAC tagging, 38-nt FAD-RNA and dpCoA-RNA were synthesized and subjected to SPAAC tagging. No ligation product was observed for the 38-nt FAD-RNA (Fig. 3*A*). However, a very small portion of the 38-nt dpCoA-RNA was found to be tagged, irrespective of the presence of ADPRC (Fig. 3*D*). We assumed that the ligation might result from thiol-yne (*thiol* and an alkyne) reaction between the sulfhydryl group of the dpCoA cap and the DBCO of the RNA tag. This assumption was verified by the observation that there was no ligation product if the 38-nt dpCoA-RNA was reacted with iodoacetic acid (IAA), a sulfhydryl group blocking reagent, prior to SPAAC tagging (Fig. 3*E*). Although some cellular dpCoA-RNAs, if any, might be tagged through SPAAC tagging, the noise could be filtered out using ADPRC− samples as the negative control. If necessary, cellular RNAs can be treated with IAA prior to SPAAC tagging.

To test if the most abundant m^7^G-capped mRNAs in eukaryotic cells could be tagged by SPAAC tagging, a 38-nt synthetic m^7^GpppA-RNA (A is the first nucleotide adjacent to the m^7^G cap) was subjected to SPAAC tagging with the 16-nt RNA-DBCO tag. A small portion of the m^7^GpppA-RNA was found to be tagged (Fig. 3*F*). To determine whether CuAAC tagging could also lead to the low level labeling of m^7^G-RNA, the m^7^GpppA-RNA was subjected to ADPRC-catalyzed reaction in the presence of 4-pentyn-1-ol followed by conjugation with biotin-PEG3-azide through CuAAC. Immunoblotting analysis indeed showed that the m^7^GpppA-RNA could also be tagged with biotin (Fig. 3*G*). Mass spectrometry analysis further confirmed the presence of alkyne- and azide-modified m^7^GpppA fragments (*m/z* = 706.090 and *m/z* = 723.0936) after incubation with 4-pentyn-1-ol and 3-azido-1-propanol, respectively, in the presence of ADPRC (Fig. 3*H* and *SI Appendix*, Figs. S3 and S4). These results indicate that ADPRC can act on m^7^G-capped RNAs, although weakly. It is plausible that some NAD-RNAs in eukaryotes previously identified through the ADPRC-catalyzed labeling process might be false signals from m^7^G-mRNAs. Therefore, for using ADPRC in CuAAC- or SPAAC-based tagging to identify NAD-RNAs in eukaryotic RNA samples, an m^7^G-mRNA depletion step needs to be introduced to reduce noise from m^7^G-mRNAs before the ADPRC-catalyzed reaction is carried out, as shown by Hu et al. (30) for profiling NAD-RNAs in *Arabidopsis*.

### NAD-RNA Profiles in the Stationary Phase and Exponential Phase *E. coli* Cells.

We replaced CuAAC in the NAD tagSeq method with SPAAC-based tagging for transcriptome-wide analysis of cellular NAD-RNAs in *E. coli*. The method is named NAD tagSeq II, and the workflow is shown in Fig. 1*C*. A 39-nt synthetic RNA-DBCO was used to tag total RNA samples. The most abundant ribosomal 16S and 23S RNA were depleted after the tagging step using a bacterial rRNA depletion kit. As only poly(A)-containing RNAs can be sequenced by Oxford nanopore sequencing, an RNA polyadenylation step was carried out using yeast poly(A) polymerase. The RNA samples were then directly sequenced by Oxford nanopore RNA sequencing. Sequence reads that contained the RNA tag were deemed to be NAD-RNAs. A parallel experiment without ADPRC (ADPRC−) served as the negative control. After tagging of NAD-RNAs with the synthetic RNA tag, tagged RNAs could be enriched by hybridization to a DNA or RNA probe to increase sequencing coverage of NAD-RNAs, like in our previous analysis of *Arabidopsis* NAD-RNAs using NAD tagSeq. (14). In this study, the enrichment step was skipped so that the profiles of NAD-RNAs and total transcriptomes could be generated simultaneously and compared.

The RNA samples were extracted from *E. coli* cultures that were grown in a single batch of Luria-Bertani broth. Cells were collected after grown for 3 h (OD = 0.32; in the exponential phase) or 7 h (OD = 2.7; in the stationary phase). We used one nanopore flow cell to sequence each sample. For the initial trial to compare SPAAC and CuAAC tagging, two RNA samples from the stationary phase were tagged by CuAAC and SPAAC, respectively, and sequenced by nanopore sequencing. The overall sequence read length obtained through SPAAC tagging was much greater than that through CuAAC tagging (Fig. 2*C*). A total of 35.7% of reads from SPAAC tagging and 8.3% reads from CuAAC tagging were over 500 nt in length, respectively. A total of 611 of 1.22 million sequencing reads (0.05%) from CuAAC tagging and 4,760 of 0.97 million reads (0.49%) from SPAAC tagging were identified as NAD-RNA reads, respectively (Datasets S1 and S2). The NAD-RNA–producing genes identified by CuAAC were generally identified using SPAAC tagging, but the gene number and the NAD-RNA read member were far fewer than those identified using SPAAC (Datasets S1 and S2; see below). The result indicated that SPAAC tagging offers a much higher sensitivity and generates more accurate information on the whole sequences of NAD-RNAs than CuAAC. Further experiments were carried out by using the SPAAC-based NAD tagSeq II method. We included three biological replicates for both exponential and stationary phases, except for ADPRC− samples which had two biological replicates.

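The 10 libraries are RNA of Escherichia coli K-12 cells grown in LB broth at 37 °C for 3 h (exponential phase) or 7 h (stationary phase). The enzyme ADPRC exchanges the nicotinamide of an NAD cap for a clickable group, to which a synthetic RNA tag is then joined by SPAAC, so that a nanopore read with the tag marks an NAD-RNA. Libraries made without the enzyme (ADPRC−) show how often the tag is found without a reaction at the cap. Each phase has 3 ADPRC+ and 2 ADPRC− libraries. The authors called bases with Guppy, found the tagged reads with TagSeek, aligned all reads with minimap2 to the genome and transcripts of substrain MG1655, and deposited raw counts of tagged reads and of all reads for every gene and library. The paper's text does not name the strand setting of this counting or the rule for reads that fit several genes. In 1 stationary ADPRC− library, for example, the neighbouring genes moaB, moaC, moaD and moaE of molybdopterin synthesis each have 1 tagged count, so a sum over genes can exceed the number of reads. The 14 rows of rRNA genes, which hold 73.5% to 87.8% of the counts in the ADPRC+ libraries, were left out of all library totals. The totals that remain are 380710 to 643247 counts (median 494103) in the exponential ADPRC+ libraries, 419482 to 586699 (median 584406) in the stationary ADPRC+ libraries, 256164 and 323505 in the exponential ADPRC− libraries, and 402304 and 442704 in the stationary ADPRC− libraries. The paper gives its depth as sequenced reads per sample (SI Appendix, Fig. S5), whereas every value here uses the counts per gene. The NAD share of a gene is its tagged counts as a percentage of all its counts. Changes between the phases are log2 fold changes of the exponential over the stationary phase, from edgeR on the 6 ADPRC+ libraries. Within each phase the libraries fall into 2 sets that do not follow the enzyme treatment. In the exponential phase, ADPRC+ replicate 1 and both ADPRC− libraries correlate with each other at 0.962 to 0.969 (Pearson's r of log2 CPM, counts scaled to library size, across genes) and with ADPRC+ replicates 2 and 3, which correlate with each other at 0.983, at 0.873 to 0.899. In the stationary phase, ADPRC+ replicates 1 and 3 and ADPRC− replicate 2 form 1 set, with r of 0.970 to 0.980 within the sets and 0.906 to 0.914 between them. The paper calls the libraries biological replicates and states that the cultures shared a single batch of broth, so the p-values here measure only the spread between these samples.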

We obtained 0.49 to 1.0 million sequencing reads for each sample (*SI Appendix*, Fig. S5). Approximately 30 to 50% of the reads were rRNAs. These mapped sequencing reads are listed in Dataset S2. After removing rRNA reads, tagged reads accounted for 15,783 of the 3,412,676 reads (0.46%) in the six ADPRC+ samples. 

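The tag was found in every ADPRC+ library, and a few transcripts carried much of it. In the exponential phase, the acyl carrier protein gene acpP had the most tagged counts in replicates 2 and 3 (178 and 134), and the small regulatory RNA gcvB, a repressor of amino acid transport genes, had the most in replicate 1 (72). In the stationary phase, gcvB led replicates 1 and 3 (209 and 188 tagged counts), and cspD, which encodes an inhibitor of DNA replication, led replicate 2 (192). Over all genes without rRNA, tagged counts were 0.242%, 0.270% and 0.269% of the counts in exponential replicates 1, 2 and 3, and 0.557%, 0.479% and 0.497% in stationary replicates 1, 2 and 3, or 0.386% ± 0.140 (SD, n = 6). The exact 95% binomial intervals, which cover counting error only, run from 0.227% to 0.258% for exponential replicate 1 and from 0.458% to 0.501% for stationary replicate 2.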

For the four ADPRC− samples, 151 of the 1,470,713 reads (0.01%) contained the tag RNA sequence. 

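In the ADPRC− libraries, tagged counts were 0.00859% and 0.0105% of the counts in the exponential phase and 0.00621% and 0.0111% in the stationary phase, or 0.00910% ± 0.00219 (SD, n = 4). The ADPRC+ mean is 42.4 times this level, and every ADPRC+ library lies above every ADPRC− library (two-sided exact permutation test of 6 against 4 libraries, p = 0.0048, the smallest p that 210 splits allow). Within the exponential phase the ADPRC+ mean is 27.3 times the ADPRC− mean, and within the stationary phase 59.1 times. With 3 libraries against 2, no exact permutation test can give a p below 0.10, which is the value in either phase.

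**Figure D1:**
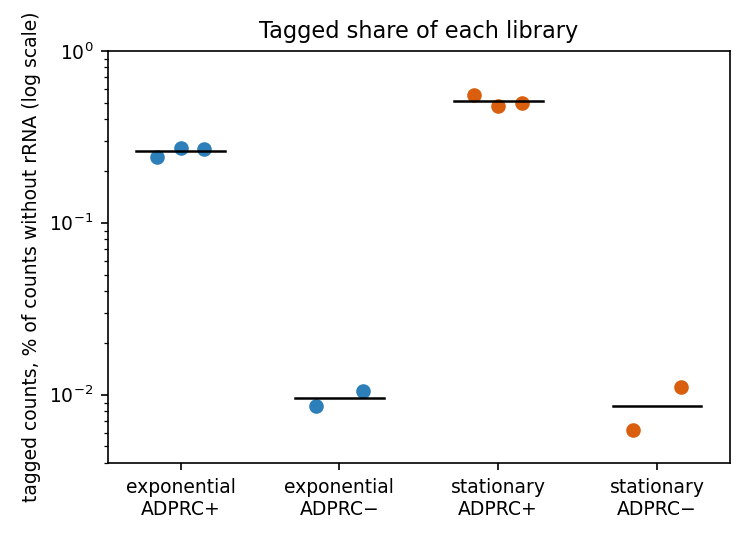
Tagged counts as a percentage of all counts without rRNA, on a log scale, for each library (points) with the mean of each group (lines). The ADPRC+ libraries sit between 0.242% and 0.557%, all above the ADPRC− libraries.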

In each ADPRC− sample, generally no more than a single read from any gene was found to have the tag sequence. The exception is the ssrA transcript likely because of its very high abundance, for which 18 of its 315,450 transcripts (0.006%) contained the tag sequence. 

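The transfer-messenger RNA of ssrA, which rescues stalled ribosomes, had 2 tagged counts of 59452 in the exponential ADPRC− libraries and 16 of 255998 in the stationary ones, together 0.00571%. With ADPRC its tagged share was 0.0272% in the exponential phase (35 of 128674) and 0.0236% in the stationary phase (119 of 504718). Apart from ssrA, which had 2 or more tagged counts in 3 of the 4 ADPRC− libraries, a single gene reached 2 tagged counts, in exponential ADPRC− replicate 2. Several genes with many NAD-RNAs also had a tagged count without the enzyme, among them acpP, aspA, cspD, csrC and raiA, each with at most 1 in a library. The 279 genes later called high-confidence had 24 tagged counts of 264098 in the 4 ADPRC− libraries, spread over 21 of the genes.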

The results indicate that the noise level from this assay was very low. It also indicates that dpCoA-RNAs, if any, which might be tagged without ADPRC were extremely rare under our growth conditions and/or were not efficiently tagged in this assay.

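Tagged reads were about 2 times as frequent in the stationary phase, while the abundant RNA ssrA, which is rarely tagged, took a larger part of the library there. The mean tagged share was 0.260% ± 0.0159 (SD, n = 3) in the exponential and 0.511% ± 0.0406 (SD, n = 3) in the stationary ADPRC+ libraries, a ratio of 1.96. All 3 stationary libraries lie above all 3 exponential ones (two-sided exact permutation test, p = 0.10, the smallest p that 3 libraries against 3 allow). ssrA made up 8.73% ± 1.84 (SD, n = 3) of the counts in the exponential and 31.9% ± 1.18 (SD, n = 3) in the stationary phase. Without ssrA the ratio between the phases is 2.61.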

Among the ADPRC+ samples, 3,988 of the 1,430,562 reads (0.28%) from the exponential phase cells and 11,795 of the 1,982,114 reads (0.6%) from the stationary phase cells were identified as NAD-RNA reads (Fig. 4*A* and Dataset S2). 

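At least 1 tagged count was found for 968 genes in the exponential and 1311 genes in the stationary ADPRC+ libraries. Of these, 630 had one in both phases, 338 in the exponential phase alone and 681 in the stationary phase alone. Among genes of sugar use, the glucokinase gene glk had 7 tagged of 540 counts in the exponential phase and 0 of 101 in the stationary phase, which allows a share of up to 2.97%. The glycerol 3-phosphate transporter gene glpT had 11 of 5780 and 0 of 73, which allows up to 4.11%. For both genes the exponential share, 1.21% ± 0.541 and 0.189% ± 0.123 (SD, n = 3), lies under that limit, so an absence in the stationary phase was not detectable at this depth. In the other direction, hpf, which encodes a ribosome hibernation factor, had 0 of 326 counts tagged in the exponential phase (a limit of 0.920%) and 5 of 454 in the stationary phase. The acid response regulator gene gadX had 0 of 60 (a limit of 5.00%) and 5 of 81. These limits cover counting error only. Many of the genes rest on 1 tagged count in 1 library of the phase, 522 of the 968 in the exponential and 632 of the 1311 in the stationary phase.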

Although there was some overlap between the genes from which NAD-RNAs were detected in both the exponential and stationary phases, there were distinct subsets of genes that produced NAD-RNAs only in one phase (Fig. 4*A*).

**Fig. 4.**
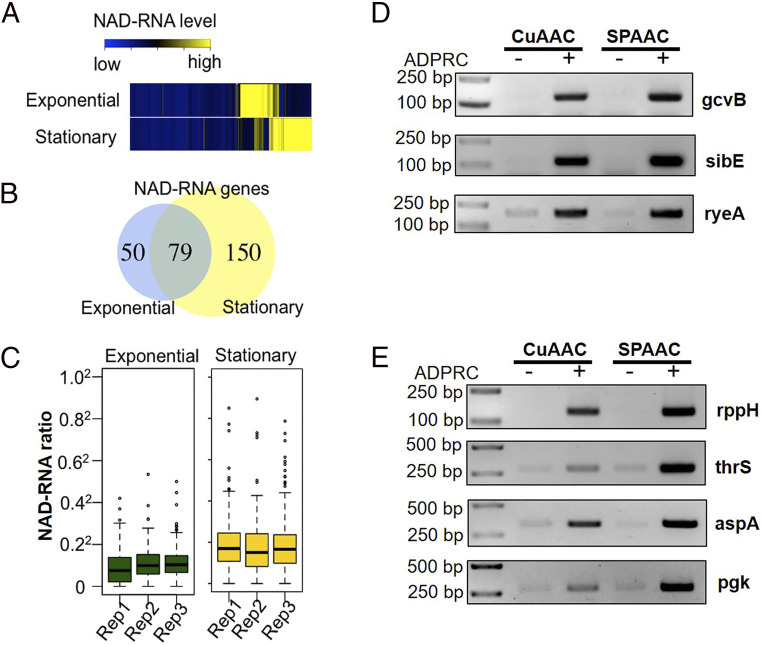
Profiles of NAD-RNAs in *E. coli* in the exponential and stationary phases. (*A*) Heatmap of normalized NAD-RNA levels in the ADPRC+ samples of stationary and exponential phases, with different colors indicating NAD-RNA levels (blue**→**yellow; low**→**high). (*B*) The numbers of genes producing high-confidence NAD-RNAs identified from the exponential and/or stationary phase cells. (*C*) Ratios of NAD-RNA reads over the total transcript reads (in square root transformation) from the high-confidence NAD-RNA–producing genes in the exponential phase (*Left*) and stationary (*Right*) phase, respectively. (*D* and *E*) Verification of NAD-RNAs by NAD capturing. RNA samples were tagged with biotin through CuAAC and SPAAC tagging. Tagged RNAs were captured by Streptavidin beads and subjected to RT-PCR analysis. Three noncoding RNAs (*D*) and four mRNAs (*E*) were selected in the analysis. For the negative control, the samples were subjected to the same treatment but without ADPRC.

The NAD-RNA–producing genes in each sample were filtered using the following criteria: 1) at least 0.2% of the transcripts from the gene were NAD-RNAs, which is about 20 times the noise level from the ADPRC− samples; and 2) there were at least two NAD-RNA reads detected from each gene. The criteria are based not on statistics but rather on our assumption that if a very small portion of transcripts from a certain gene is NAD capped, the NAD-RNAs might be produced incidentally and might not have a significant role in gene regulation. If a NAD-RNA species met the above criteria in at least two out of the three replicates, we considered it a high-confidence NAD-RNA. 

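The genes that met the criteria with the most tagged counts in the exponential phase were acpP (376 of 11827 counts), gcvB (241 of 3727), the aspartase gene aspA (115 of 7981), the ribosome hibernation gene raiA (86 of 17007) and cspD (45 of 2271). In the stationary phase they were cspD, gcvB (461 of 3179), acpP (405 of 6373), the small RNA ryeA (255 of 6687) and aspA (245 of 4562). The criteria of at least 0.2% and at least 2 tagged counts in at least 2 of 3 replicates were met by 129 genes in the exponential and 229 genes in the stationary phase. These genes hold 61.4% of the tagged and 13.6% of all counts in the exponential phase, and 74.9% and 14.4% in the stationary phase. Of the 129 genes 60 met the criteria in all 3 replicates, and of the 229 genes 119 did. The count in the exponential phase falls to 66 without replicate 2 and to 79 without replicate 3, and that in the stationary phase to 146 without replicate 1 and 147 without replicate 3, as both remaining replicates must then pass. If Fisher's exact test against the ADPRC− libraries must also be passed, with Benjamini-Hochberg adjustment, 28 and 81 genes remain.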

Using these criteria, a total of 129 genes in the exponential phase and 229 in the stationary phase were found to produce high-confidence NAD-RNAs (Fig. 4*B* and *SI Appendix*, Fig. S6 and Dataset S3). 

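Among regulators and proteins of the nucleoid, crp, cspA, dksA, ihfA and the regulatory RNA ssrS met the criteria in both phases, as did the glycolytic genes epd, gapA, gpmA and pgk. Genes of amino sugar and maltose use, among them malT, nagB, nagE and nanA, met them in the exponential phase alone. The toxin and antitoxin genes mqsR, mqsA and tomB and the stress genes gadE, gadX, osmE, osmY and uspB met them in the stationary phase alone. In all, 79 genes met them in both phases, 50 in the exponential phase alone and 150 in the stationary phase alone. If the lists were independent among the 3223 genes with at least 2 counts in 2 replicates of each phase, an overlap of 9.02 genes would be found (one-sided exact hypergeometric test, p = 3.2e-63). Both lists favour genes with many counts, so part of the overlap above this number can follow from expression level. An expectation matched on counts is not given here. Of the 50 genes 13 had no tagged count in the stationary phase, and at their exponential share 29 would have fewer than 3 tagged counts there. Of the 150 genes 40 had none in the exponential phase, and 35 would have fewer than 3.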

Seventy-nine of them were identified as high-confidence NAD-RNAs in both phases, bringing the total number of high-confidence NAD-RNAs to 279. On average, 5.3% of the transcripts from the 229 NAD-RNA–producing genes in the stationary phase and around 2.0% of the 129 NAD-RNA–producing genes in the exponential phase were NAD capped, respectively (Fig. 4*C*). Among these 279 NAD-RNAs, 270 were from protein-coding genes and the remaining 9 are small regulatory RNAs (Dataset S3).

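The mean NAD share of the 129 genes was 2.08% ± 0.272 in the exponential phase, and that of the 229 genes was 5.31% ± 0.249 in the stationary phase (SD over the means of 3 replicates). The replicate means were 1.77%, 2.20% and 2.28% in the exponential and 5.41%, 5.03% and 5.50% in the stationary phase. The median genes lay lower, at 1.43% and 2.98%. A share of at least 10% was reached by 3 genes in the exponential phase, ldtE, yfcO and yeaO, and by 31 genes in the stationary phase, among them the sib RNAs, gcvB, the cell division gene zapA and ihfA, which encodes a subunit of a nucleoid protein. Over the 79 genes common to both lists, the mean share was 2.55% ± 0.173 (SD, n = 3) in the exponential and 5.09% ± 0.332 (SD, n = 3) in the stationary phase, and 71 of these genes had the higher share in the stationary phase.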

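Of the 279 genes 270 are protein-coding, 8 encode small RNAs and 1, ykgS, is annotated as a pseudogene. The small RNAs are gcvB, ryeA, ssrS, csrC, glmY, sibC, sibD and sibE. All 8 met the criteria in the stationary phase, and gcvB, ryeA and ssrS also in the exponential phase. ssrS, whose RNA binds RNA polymerase, had an NAD share of 2.02% ± 0.162 (SD, n = 3) in the exponential and 3.01% ± 0.752 (SD, n = 3) in the stationary phase. glmY, which acts in the control of glucosamine 6-phosphate synthesis, had 6.45% ± 1.71 (SD, n = 3) in the stationary phase, from 35 of 560 counts, and csrC, an antagonist of the translation regulator CsrA, had 0.900% ± 0.302 (SD, n = 3). The protein-coding genes number 126 in the exponential and 220 in the stationary phase.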

The previous report using the NAD captureSeq method identified 49 NAD-RNAs from late exponential phase cells of the K-12 strain (7), the same strain used in this study. Among them, 41 were identified as NAD-RNAs in our analysis and 34 of them are in the “high-confidence” NAD-RNA category (Dataset S3). 

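The paper's Dataset S3 marks 34 of the 279 genes as found by NAD captureSeq, of which 26 are protein-coding and 8 encode small RNAs. All 8 small RNAs of the high-confidence lists are among them. The protein-coding genes include acpP, nagC, which represses amino sugar genes, cycA, an amino acid transporter gene, uspE, a universal stress protein gene, and rseP, which encodes a membrane protease. nagC had an NAD share of 1.77% ± 0.904 (SD, n = 3) in the exponential and 7.88% ± 1.27 (SD, n = 3) in the stationary phase, and raiA had 0.532% ± 0.195 and 1.05% ± 0.265 (SD, n = 3 each). Of the 34 genes 21 met the criteria in the exponential phase, 31 in the stationary phase and 18 in both. Their median NAD share was 1.75% in the exponential phase, against 0.796% for the other high-confidence genes, and 3.83% against 1.98% in the stationary phase; the difference was not tested.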

The remaining 8 NAD-RNAs were not detected, likely because the cognate genes were expressed at a very low level under our conditions. The low transcript levels for five of these eight genes could also be due to their smaller transcripts (<107 nt) which might be partially removed by the RNA Clean kit or could not be sequenced by nanopore sequencing. The smallest read detected in our analysis (not including the tag sequence) was 98 nt.

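In the sequenced ADPRC+ libraries, the small RNAs gcvB, sibE and ryeA and the mRNAs of rppH, thrS, aspA and pgk carried the tag in both phases. gcvB, at 2942696 to 2942901 of the MG1655 genome, had an NAD share of 6.75% ± 1.79 in the exponential and 14.2% ± 0.832 in the stationary phase (SD, n = 3 replicates here and for the following genes). ryeA had 1.69% ± 0.392 and 3.82% ± 0.264. sibE had 3 tagged of 75 counts in the exponential phase and 148 of 266 in the stationary phase; the sib RNAs are similar copies that lie antisense to toxin genes, so counts of a single copy are uncertain. rppH, which encodes the enzyme that removes pyrophosphate from RNA ends, had 0.524% ± 0.460 and 4.32% ± 1.29. thrS, a threonyl-tRNA synthetase gene, had 1.15% ± 0.280 and 3.30% ± 1.12, and aspA had 1.42% ± 0.160 and 5.34% ± 0.609. pgk, which encodes phosphoglycerate kinase of glycolysis, had 0.367% ± 0.195 and 3.28% ± 1.46. In the exponential phase rppH and sibE did not meet the high-confidence criteria.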

We selected seven NAD-RNAs (including three small regulatory RNAs and four mRNAs) identified in our analysis for validation through the biotin labeling/capturing approach used in NAD captureSeq. Total RNA samples were labeled with biotin through CuAAC and SPAAC tagging. Tagged RNAs were enriched using streptavidin beads and subjected to reverse transcription-PCR analysis. As shown in Fig. 4 *D* and *E*, all seven transcripts were found highly enriched by both SPAAC- and CuAAC-based biotin labeling/capturing. The result also indicates that SPAAC tagging can be adapted for NAD captureSeq, as reported by Hu et al. (30).

### The Landscapes of NAD-RNAs Varied in the Different Growth Phases.

It is known that NAD^+^ capping in *E. coli* is dependent on the transcription start site (TSS) and promoter sequences (8, 15). The observation using a single promoter showed an increase in NAD^+^ capping in the stationary phase compared to the exponential phase (15). Our genome-wide NAD-RNA and total transcriptome profiles show that many highly expressed genes produced few or no NAD-capped transcripts (Fig. 5 *A*–*C* and Datasets S2 and S3). 

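Most of the abundant transcripts after ssrA carried few tags. In the exponential phase, the outer membrane lipoprotein gene lpp had 1 tagged of 50947 counts, the RNase P RNA gene rnpB 17 of 20933 and the porin gene ompC 3 of 14730. More were found for raiA, with 86 of 17007, and for gapA, the glyceraldehyde 3-phosphate dehydrogenase gene, with 27 of 11945. In the stationary phase, lpp had 2 of 27550, rnpB 1 of 25585, the ribosome modulation factor gene rmf 1 of 19477, the regulatory RNA csrB 8 of 16312 and ompW 1 of 12226, while cspD had 554 of 13794. Of the 200 genes with the most counts, 159 (79.5%) in the exponential and 147 (73.5%) in the stationary phase were not high-confidence, and 51 and 54 had no tagged count in any of the 3 libraries, where each of the 200 genes had at least 1198 and 1103 counts. The other 41 and 53 are high-confidence genes, among them acpP, gapA, raiA and cspD. Independent lists would share 7.58 and 13.0 genes (two-sided Fisher's exact test, odds ratio 9.12, p = 6.4e-21, and odds ratio 6.44, p = 1.4e-20). The criteria ask for at least 2 tagged counts, which more counts make easier to reach. An overlap above these numbers therefore follows in part from the criteria and does not show more capping of abundant RNAs. Without exponential ADPRC+ replicate 2 the overlap in that phase is 26 genes.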

Most of the high-confidence NAD-RNAs were from moderately to lowly expressed genes (Fig. 5*A* and Dataset S3). 

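High-confidence genes reached over a wide range of expression, though most ranked within the first 1000 genes. raiA and acpP stood near its top, and ldtE, yfgG and amyA, with 19, 34 and 61 counts over 3 libraries of the exponential phase (ldtE) or the stationary phase (yfgG and amyA), near its bottom. The median rank of a high-confidence gene by total counts was 288 in the exponential and 477 in the stationary phase. In the exponential phase 77 of them ranked beyond the first 200 but within the first 1000 and 11 lower, and in the stationary phase 128 and 48. Taken over all genes of a range, the tagged share was 0.177% ± 0.0211 for the 200 most highly expressed genes, 0.395% ± 0.0149 for the other genes of the first 1000 and 0.474% ± 0.0363 for those ranked lower in the exponential phase (SD, n = 3), and 0.329% ± 0.0330, 0.902% ± 0.0543 and 1.13% ± 0.0762 in the stationary phase (SD, n = 3). Without ssrA the most highly expressed genes had 0.200% ± 0.0202 and 0.573% ± 0.0498.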

The result further indicates that although some NAD-RNAs might be incidentally produced, most of the NAD-RNAs were produced selectively from certain genes.

**Fig. 5.**
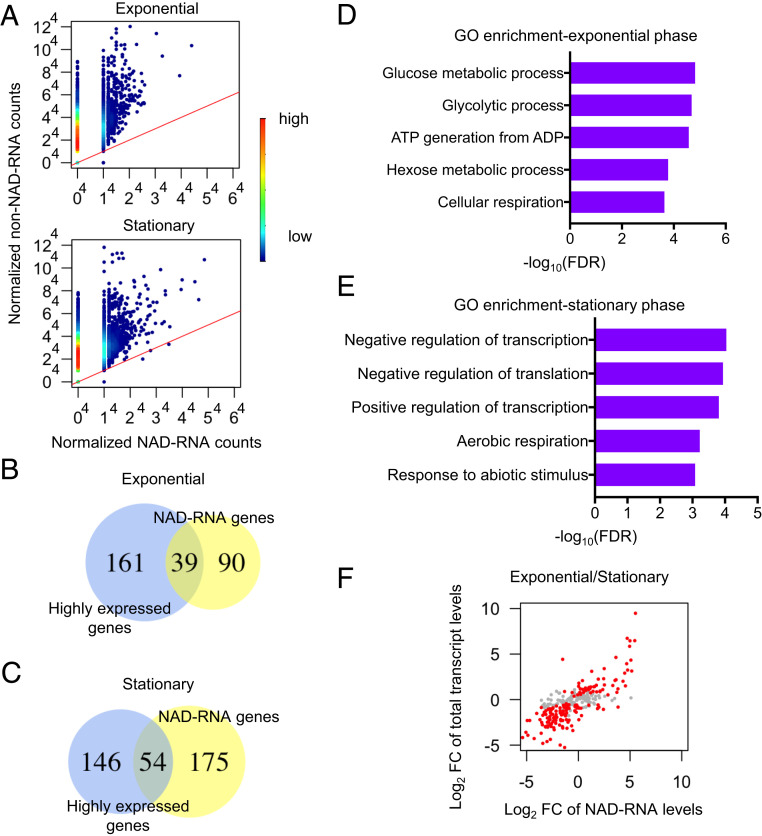
Expression profiles and functional categories of the genes producing high-confidence NAD-RNAs in the different growth phases. (*A*) Scatterplots showing normalized expression values of NAD-RNAs and non–NAD-RNA transcripts from the same genes in the exponential phase (*Left*) or stationary phase (*Right*), with colors of the dots indicating density of the points (blue→red; low→high). (*B* and *C*) Overlap between the top 200 most highly expressed genes and the high-confidence NAD-RNA–producing genes in the exponential (*B*) and stationary (*C*) phases. (*D* and *E*) Bar plots of GO enrichment analysis of the NAD-RNA–producing genes in exponential (*B*) and stationary (*C*) phases. The top five terms are shown with their FDR values in −log10 transformation. (*F*) Comparison of changes (Log2 fold change) in the NAD-RNA levels and the total transcript levels from the high-confidence NAD-RNA–producing genes between exponential and stationary phases. The values in the *x* and *y* axes represent Log2 fold differences of NAD-RNA levels and total transcript levels, respectively. The genes whose total RNA levels showed significant differential expression between the two phases are highlighted in red.

In the stationary phase, the highest ratios of NAD-RNAs/total transcripts were produced from three sib genes, with 71% (sibD), 55% (sibE), and 52% (sibC) of their total transcripts detected as NAD-RNAs (Table 1). These sib genes produce small noncoding RNAs that are believed to act as antisense RNAs to transcripts of toxin-coding genes in the bacterial toxin–antitoxin system (31, 32). 

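The sib RNAs were tagged on most of their counts in the stationary phase and had few counts in the exponential phase. sibD, at 3194723 to 3194865 of the MG1655 genome, had an NAD share of 71.4% ± 9.08 (SD, n = 3) in the stationary phase, from 38 of 54 counts. sibE, at 3195099 to 3195240, had 55.3% ± 3.77 (SD, n = 3), and sibC had 51.5% ± 3.44 (SD, n = 3), from 60 of 117 counts. The exact 95% binomial intervals of the pooled counts are 56.4% to 82.0% for sibD, 49.4% to 61.7% for sibE and 41.9% to 60.6% for sibC, and cover counting error only. The next highest shares of genes on the list were those of yfgG, 39.6% ± 9.55, yafD, 25.8% ± 1.51, and zapA, 21.8% ± 4.40 (SD, n = 3 each), followed by ykgS, amyA, which encodes a cytoplasmic amylase, yfjI and ymdF at 18.2% to 20.0%. leuA, a leucine synthesis gene that did not meet the criteria, had 41.4% ± 50.8 (SD, n = 3) from 3 of 18 counts. In the ADPRC− libraries of this phase none of the sib genes had a tagged count. The sib genes are similar copies, each antisense to a toxin gene, so how the counts divide between the copies is uncertain.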

The result suggests that the efficiency of NAD tagSeq II for tagging and identifying NAD-RNAs might have reached over 70%, but likely not 100% yet. Therefore, the numbers were still underestimated. This result indicates that for some genes, a majority of their transcripts could be NAD^+^ capped. In the exponential phase cells, the transcripts with the highest NAD^+^ modification were from several protein-coding genes with the highest ratio of NAD-RNAs/total transcript at 38% (Table 1). 

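Among genes that met the criteria in the exponential phase, the highest NAD shares were those of ldtE, an L,D-transpeptidase gene (17.9% ± 15.6), yfcO (13.9% ± 8.64), yeaO (10.1% ± 4.13) and mscS, a mechanosensitive channel gene (8.47% ± 7.73; SD, n = 3 for each gene). These rest on 4 of 19, 6 of 52, 7 of 65 and 9 of 89 counts. Next came yafD (7.34% ± 4.12) and yafV (7.10% ± 5.67). sfsA, which acts in sugar fermentation, had 6.35% ± 0.923 (28 of 433), the phenylalanyl-tRNA synthetase gene pheT 5.62% ± 1.58 (44 of 789) and its neighbour ihfA 5.30% ± 1.11 (43 of 829; SD, n = 3 for each gene). gcvB is the only small RNA among the 10 highest. yfgG and amyA had 23.7% ± 31.9 and 21.4% ± 25.8 (SD, n = 3 each) from 4 of 19 and 4 of 17 counts, with the tagged counts in too few replicates to meet the criteria.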

The relative abundance of NAD-RNAs from many genes widely varied under the different growth phases. For instance, although over 33% of ilvL transcripts were NAD^+^ capped in the stationary phase, none of its 72 transcripts in the exponential phase were NAD-RNAs (Table 1). On the other hand, 38% of guaD transcripts in the exponential phase were NAD-RNAs, but none of its 14 transcripts in the stationary phase was found to be NAD^+^ capped. These results indicate differential production of NAD-RNAs from the same genes in response to the different growth environments.

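Of 204 genes with enough tagged counts to test, 53 had a higher ratio of tagged to untagged counts in the stationary phase and 3 in the exponential phase at an adjusted p of 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). aspA (log2 ratio of the exponential over the stationary phase −1.96, standard error 0.28, adjusted p = 1.6e-10 from that edgeR test), secY, which encodes the protein-conducting channel (−3.62, standard error 0.52, adjusted p = 2.9e-10), zapA (−2.40, standard error 0.29, adjusted p = 4.7e-14) and gcvB (−1.25, standard error 0.27, adjusted p = 5.9e-05) had less of the tag in the exponential phase. The same held for acpP (−1.04), yafD (−1.97), pgk (−3.26), ihfA (−1.49), pheT (−1.42), and cspD (−1.03), at adjusted p of 1.8e-06 to 0.0044 from edgeR. sibE also passed (adjusted p = 7.4e-11 from edgeR). sibC and sibD passed too (adjusted p = 0.0264 and 0.0408 from edgeR), but with 1 of 13 and 0 of 4 counts tagged in the exponential phase, where 0 of 4 allows a share of up to 75.0%, and neither passes without exponential replicate 1 or 2 or stationary replicate 1 or 2 (sibD also without exponential replicate 3). The 3 genes with the higher share in the exponential phase were rnpB (0.0768% ± 0.0314 against 0.00380% ± 0.00659), selD, which encodes selenophosphate synthetase (2.22% ± 0.484 against 0.446% ± 0.469), and yceD (0.337% ± 0.0520 against 0 of 2249 counts; SD, n = 3 for each). None of these 3 passes in every alternative; yceD and selD do not pass without exponential replicate 2 or stationary replicates 1 or 3, nor selD without exponential replicate 1. yjeI (log2 ratio −0.79, adjusted p = 0.087), ryeA (−1.03, adjusted p = 0.153) and ssrA (0.22, adjusted p = 0.68 from edgeR) did not pass. The median of the 204 genes was −1.18, close to the changes of gcvB, acpP and cspD. With the tagged counts scaled to their own library sizes, which takes out a factor common to all genes (a test chosen after the result was seen), 20 of the 204 genes passed, 14 toward the stationary and 6 toward the exponential phase (7 without stationary replicate 3, and 11 and 13 without exponential replicates 2 and 3). edgeR draws on a spread shared across genes, so its smallest p-values do not rest on the replicates of the gene alone. A quasi-binomial model per gene, which shares no spread, gives sibE an adjusted p of 0.0410. It calls 21 genes, without rnpB (adjusted p = 0.0624), selD (0.104), cspD (0.0596), sibC and sibD. Over all 9 choices of 2 libraries of each phase kept (an alternative chosen after the data were seen) edgeR calls 19 to 48. The paper reads its percentages as differential production of NAD-RNAs by the same genes in different growth environments.

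**Figure D2:**
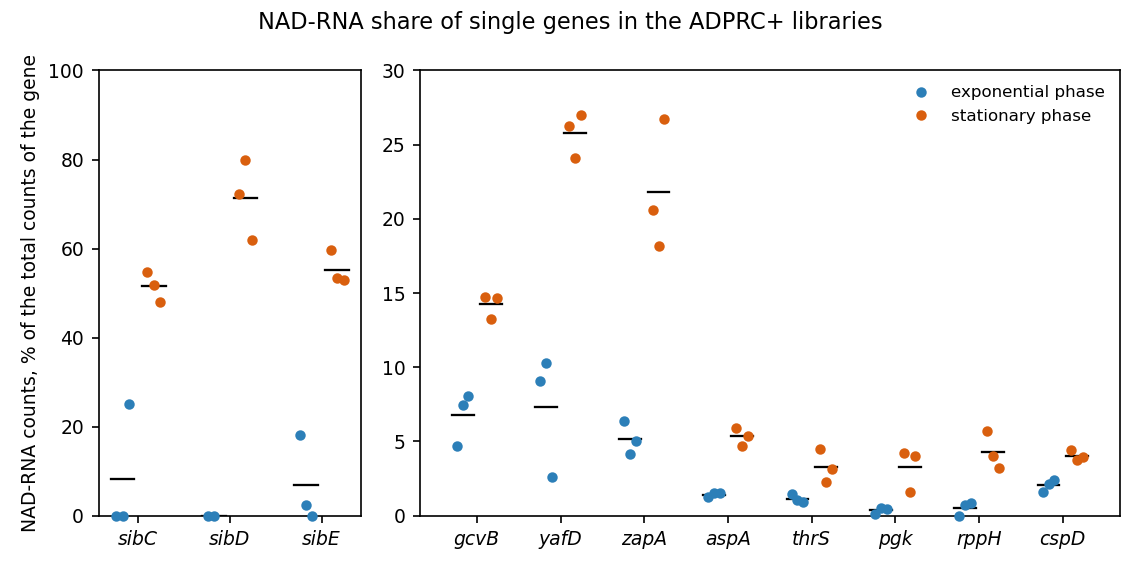
NAD-RNA counts as a percentage of the total counts of a gene, for each ADPRC+ replicate (points) with the mean (lines), in the exponential (blue) and stationary phase (orange). The stationary points of sibE lie at 55.3% on average, and those of gcvB at 14.2%, above every exponential point of the same gene.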

**Table 1.** Top 10 genes that produced the highest ratio of NAD-RNAs/total transcripts in the stationary or exponential phase

		Stationary phase			Exponential phase	
Gene symbol	Product type	NAD-RNA (%)	Total counts		NAD-RNA (%)	Total counts
*sibD*	ncRNA	71.3	54		0	4
*sibE*	ncRNA	55.2	266		6.9	75
*sibC*	ncRNA	51.5	117		8.3	13
*yicG*	Protein coding	46.6	11		1.1	194
*leuA*	Protein coding	41.4	18		0	4
*yfgG*	Protein coding	39.5	34		23.7	19
*glvG*	Protein coding	33.3	5		6.7	8
*ilvL*	Protein coding	33.0	25		0	73
*yafD*	Protein coding	25.8	197		7.3	150
*ycbF*	Protein coding	23.3	9		11.1	4
*guaD*	Protein coding	0	14		38.1	9
*yfgG*	Protein coding	39.6	34		23.7	19
*amyA*	Protein coding	19.7	61		21.4	17
*Cho*	Protein coding	9.6	30		21.4	16
*ldtE*	Protein coding	10.3	64		17.9	19
*ykgS*	Protein coding	20.0	53		14.8	13
*yfcO*	Protein coding	10.1	71		13.9	52
*insG*	Protein coding	2.1	31		13.3	25
*yfjI*	Protein coding	19.2	54		12.0	15
*ybiY*	Protein coding	0	10		10.4	18

The first 10 genes produced the highest percentage of transcripts as NAD-RNAs in the stationary phase, and the last 10 genes in the exponential phase.

### The High-Confidence NAD-RNA–Producing Genes in the Different Growth Phases Are Overrepresented in Different Functional Categories.

The genes producing high-confidence NAD-RNAs in the exponential and/or stationary phases were subjected to gene ontology (GO) enrichment analysis. 

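Genes of sugar breakdown stood out among the high-confidence genes of the exponential phase. Of 10 glycolytic genes 4 are high-confidence (gapA, glk, gpmA and ptsG), where 0.345 would be expected by chance (adjusted p = 0.0041, two-sided Fisher's exact test with Benjamini-Hochberg adjustment over 18 lists). Of 31 genes of carbon scavenging and alternative carbon use 6 are (among them glpT, nagB, nagC and nagE; expected 1.07, adjusted p = 0.0044 by Fisher's exact test), and of 12 genes of heat shock and proteolysis the protease genes clpP, clpX and lon are (expected 0.414, adjusted p = 0.0413, all by Fisher's exact test). The lists were tested over 1651 genes that could have met the criteria, 57 of them high-confidence, in the part of the gene table where names are nearly complete. Outside that part, the glycolytic genes epd, gpmM, pgk and tpiA and the glycerol genes glpD and glpF are also high-confidence in this phase; so is glpA, which lies in that part but has its name only from the paper's table of high-confidence genes and was not counted. No list passes without replicate 2 or without replicate 3 (3 and 4 lists at an unadjusted p under 0.05 by Fisher's exact test), and none against random sets matched on total counts (1 list at an unadjusted p under 0.05), which hold 1.81 glycolytic genes on average.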

The 129 NAD-RNA–producing genes in the exponential phase are mostly enriched in the GO terms of metabolic and energy generation processes (Fig. 5*D* and Dataset S4). 

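In the stationary phase, the high-confidence genes held 5 of 12 genes of heat shock and proteolysis (clpP, clpX, dnaK, hspQ and htpX; 0.856 expected, adjusted p = 0.0162) and 4 of 10 genes of nucleoid proteins and global regulators (cspC, dksA, fnr and ihfA; 0.713 expected, adjusted p = 0.0332, both by two-sided Fisher's exact test with Benjamini-Hochberg adjustment over 18 lists). dksA encodes a cofactor of the stringent response, and fnr a regulator of anaerobic genes. Over all named genes the regulators also include arcA, crp, cspA, cyaA and hfq. Genes of the tricarboxylic acid cycle (fumA, gltA, icd and sdhC; 4 of 14, adjusted p = 0.0633) and of translation factors and aminoacyl-tRNA synthetases (frr, ileS, infC, pheT and thrS; 5 of 20, adjusted p = 0.0633 by the same Fisher's exact test) did not pass. The background was 1739 genes, 124 of them high-confidence. Without stationary replicate 3 a single list passes, and against random sets matched on total counts none does (1 list at an unadjusted p under 0.05), with 2.63 genes of heat shock and 2.64 regulators on average in such sets.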

The 229 genes in the stationary phase were overrepresented in the GO terms of negative and positive regulation of transcription, negative regulation of translation and biosynthetic processes, energy production, and responses to abiotic stresses (Fig. 5*E* and Dataset S4). Many genes that produced a high percentage/level of NAD-RNAs in the stationary phase are known to be involved in response to energy depletion and other abiotic stresses, growth inhibition, and persistence/antibiotics resistance. 

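Some stress and toxin-antitoxin genes carried NAD-RNAs in this phase, mostly from a few tagged counts each. mqsR, a toxin that cuts mRNA, had an NAD share of 6.86% ± 2.62 (17 of 249 counts) and its antitoxin gene mqsA 5.67% ± 1.65 (12 of 215). The antitoxin gene tomB had 4.16% ± 0.557 (13 of 313). The universal stress gene uspB had 13.5% ± 1.29 (15 of 110), the heat shock gene hspQ 12.5% ± 4.18 (47 of 357), the osmotically induced gene osmY 7.52% ± 3.89 (6 of 84) and gadE, a regulator of acid resistance, 2.86% ± 2.58 (8 of 192). cspD, whose product stops DNA replication, had 4.04% ± 0.370 against 2.05% ± 0.410 in the exponential phase (SD, n = 3 for each gene). Among genes of ribosome hibernation and translation control, csrA, csrC, hflX, hpf and raiA met the criteria; this list has too few named genes in the tested part of the table for a test of enrichment. In the part of the gene table where names are nearly complete, neither the RpoS-dependent stress genes (2 of 25, 1.78 expected) nor the toxin-antitoxin genes (1 of 16, 1.14 expected) held more high-confidence genes than chance gives (adjusted p = 1.0 for each, two-sided Fisher's exact test with Benjamini-Hochberg adjustment). The high-confidence genes counted there are amyA, osmE and tomB. mqsR, mqsA, uspB, osmY and gadE lie outside that part, so the test does not cover the lists as a whole. Over all named members 6 of 32 and 6 of 26 are high-confidence in this phase. Some of these names come only from the paper's table of high-confidence genes, so no chance number is given.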

We quantified cellular ATP and NAD^+^ levels in the exponential phase and the stationary phase. The ATP level was ∼2.5-fold lower, whereas the NAD^+^ level was slightly higher in the stationary phase than in the exponential phase (*SI Appendix*, Fig. S7).

### Most of the High-Confidence NAD-RNA–Producing Genes Were Differentially Expressed in the Different Growth Phases.

In this NAD tagSeq II assay, we did not enrich tagged RNAs so that both NAD-RNA profiles and total transcriptome profiles could be generated and compared under the different growth phases. 

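Most of the tested genes of carbon scavenging and of anaerobic respiration and fermentation had more total transcripts in the exponential phase. The glycerol 3-phosphate dehydrogenase gene glpD was higher by 6.74 on the log2 scale (standard error 0.35, adjusted p = 9.5e-05), the glycerol 3-phosphate transporter gene glpT by 6.15 (standard error 0.48, adjusted p = 2.6e-04), the nitrite reductase gene nirB by 7.09 (standard error 0.55, adjusted p = 2.6e-04) and the sialic acid lyase gene nanA by 6.89 (standard error 0.99, adjusted p = 0.0020, all from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). glpA, glpB and glpC, subunits of the anaerobic glycerol 3-phosphate dehydrogenase, were at 3304, 3256 and 2475 CPM in exponential replicate 1, at 1915 to 2070, 1337 to 1529 and 915 to 958 in replicates 2 and 3, and at 5.34, 1.79 and 1.79 or less in the stationary replicates. nanA was at 3756, 730 and 494 CPM in the exponential replicates and at 10.7 to 21.6 in the stationary ones. Of 24 genes of carbon scavenging 15 were higher and 2 lower (16 and 2 adjusted over the list alone; camera, adjusted p = 1.1e-05, and adjusted p = 0.294 with an estimated correlation). Of 15 genes of anaerobic respiration and fermentation 11 were higher, among them dcuC (4.85), dmsA (3.86), napA (4.67) and narG (5.01), and 1, the hydrogenase gene hyaB, was lower (12 and 1 adjusted over the list alone; adjusted p = 2.9e-05 from camera, and adjusted p = 0.297 with an estimated correlation). hyaB and its neighbour hyaC were at 2.87 and 2.68 CPM or less in the exponential replicates, and in the stationary replicates at 450, 32.5 and 436 (hyaB) and at 285, 24.4 and 279 (hyaC). Of 10 glycolytic genes 4 were higher, pykF (2.29), glk (2.35), gapA (2.44) and ptsG (2.44), and the phosphofructokinase gene pfkB was lower (4 and 1 adjusted over the list alone; adjusted p = 0.0162 from camera, and adjusted p = 0.294 with an estimated correlation). Of 14 genes of the tricarboxylic acid cycle 13 were lower, among them sdhA (−2.96), sdhB (−2.29), sucA (−2.18) and fumA (−1.94), and none was higher (14 adjusted over the list alone; adjusted p = 4.7e-06 from camera, and adjusted p = 0.294 with an estimated correlation).

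**Figure D3:**
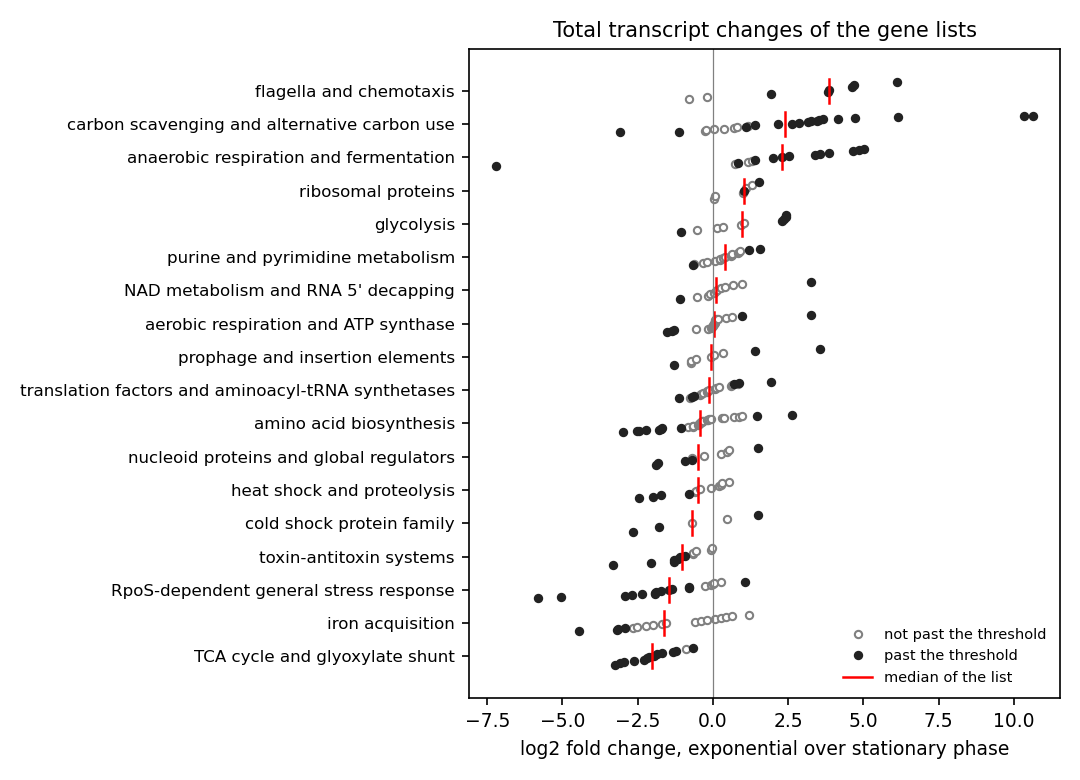
Log2 fold change of total transcripts, exponential over stationary phase, of each tested member of 18 gene lists (points; filled where past the adjusted p threshold of 0.05) with the median of the list (red line). Most members of flagella, carbon scavenging and anaerobic respiration lie to the right, and 13 of the 14 members of the tricarboxylic acid cycle are filled and to the left. Fitted changes of genes with 3 counts or fewer in a phase depend on the prior count of edgeR.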

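Most of the tested flagellar genes were higher in the exponential phase, and most of the tested RpoS-dependent and toxin-antitoxin genes were higher in the stationary phase. Of 8 genes of flagella and chemotaxis 6 were higher in the exponential phase, among them flgE (log2 fold change 4.70) and flgF (3.83) of the hook and rod, and none was lower (6 higher and 1 lower adjusted over the list alone; adjusted p = 0.00137 from camera, and adjusted p = 0.294 with an estimated correlation). Of 7 ribosomal protein genes rpsB (1.54) and rpmF (1.04) were higher (2 adjusted over the list alone; adjusted p = 0.0296 from camera, 0.0547 without exponential replicate 3, 0.0932 with all 10 libraries, and adjusted p = 0.491 with an estimated correlation). Of 19 genes of the RpoS-dependent stress response 13 were lower in the exponential phase and 1 higher, the same numbers adjusted over the list alone (adjusted p = 0.00255 from camera, and adjusted p = 0.449 with an estimated correlation). They include sra (−2.92), yeaG (−2.37) and the acid resistance genes gadB (−5.04) and gadC, the latter at 2.68 CPM or less in the exponential replicates and at 90.7, 32.5 and 121 in the stationary ones. Of 12 genes of toxin-antitoxin systems 7 were lower, among them tomB (−2.07), mokB (−3.32), dinJ (−1.10) and yafQ (−1.31), and none higher (7 adjusted over the list alone; adjusted p = 0.0130 from camera, and adjusted p = 0.294 with an estimated correlation). Other genes that were lower are rmf (−6.97, standard error 0.88, adjusted p = 0.00125), the biofilm regulator gene bssR (−5.93, standard error 0.78, adjusted p = 0.00146) and the proline dehydrogenase gene putA (−5.68, standard error 0.44, adjusted p = 2.6e-04, from edgeR's quasi-likelihood test). Among the small RNAs, ryeA (−3.91), sibC (−3.25), sibD (−3.72) and sibE (−2.01) were lower, with the division of counts between the sib copies uncertain, and ssrA was lower (−2.03, standard error 0.30, adjusted p = 0.0022 from edgeR). Of 2619 genes tested 1000 (38.2%) passed the adjusted p of 0.05, 526 higher in the exponential and 474 in the stationary phase. For 1356 genes (51.8%) the 3 replicates of a phase all lay above those of the other phase, where chance gives 10%, and 986 of these passed. The count is 637 without exponential replicate 2, 655 and 632 without stationary replicates 1 and 3, and, over all 9 choices of 2 libraries of each phase, 180 to 1741 with only these kept and 311 to 1509 with these summed (alternatives chosen after the data were seen).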

Among all 3,907 genes whose transcripts were detected in this analysis, 946 (24%) displayed differential expression, which was defined by statistically significant difference (adjusted *P* value ≤ 0.05) in their total transcript levels between the exponential phase and stationary phase. 

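Many high-confidence genes changed in total transcript level, in both directions. The glycerol gene glpF (log2 fold change 4.28, standard error 0.27, adjusted p = 1.4e-04) and the phosphoglycerate mutase gene gpmM (4.69, standard error 0.37, adjusted p = 2.6e-04 from edgeR's quasi-likelihood test) were higher in the exponential phase. The same held for the amino sugar genes nagB (3.54) and nagE (2.63) and the lambdoid prophage gene borD (3.56). The molybdate transport genes modA (−4.94, standard error 0.31, adjusted p = 1.4e-04) and modB (−4.68, standard error 0.31, adjusted p = 1.6e-04) and the peptide transport genes dppA (−3.03) and oppA (−2.44) were lower, as were cspD (−2.66), glmY (−2.76), csrC (−2.33) and htpX (−2.47, adjusted p at most 0.0135 from edgeR for each). Of 275 high-confidence genes tested 148 passed the adjusted p of 0.05, 69 higher in the exponential and 79 in the stationary phase. Of the other 2344 genes 852 passed. yafD, thrS, gcvB, aspA and yjeI did not pass.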

Strikingly, among the 279 high-confidence NAD-RNA–producing genes, 208 (75%) displayed differential expression between the two phases (Fig. 5*F* and Dataset S5). 

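The share of genes past the threshold was 53.8% among high-confidence genes and 36.3% among the other genes (two-sided Fisher's exact test, odds ratio 2.04, p = 2.9e-08). High-confidence genes such as acpP, raiA and cspD have more counts than most genes, and random sets matched on mean total counts held 43.1% on average (95% of sets from 38.2% to 48.0%; two-sided permutation test, p = 2.0e-04, the smallest p that 10000 sets allow). These sets are not matched on how the counts of a gene divide between the phases, which bears on the criteria within a phase. Counted on reads without the tag, 52.0% of the high-confidence genes passed. The share among high-confidence genes is 34.9% without exponential replicate 2, 35.4% without stationary replicate 3, and, over all 9 choices of 2 libraries of each phase, 11.7% to 81.3% with only these kept and 15.8% to 70.3% with these summed (alternatives chosen after the data were seen; Fisher's exact test, p at most 0.00688).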

The result indicates that most of the NAD-RNA–producing genes showed significant alteration in their transcript levels under the different growth phases. We then analyzed any correlation between the changes in the NAD-RNA and total transcript levels for these 279 genes under the two different growth conditions. It was found that an increase in the NAD-RNA level was generally associated with an increase in the total transcript level from the same gene (with a correlation coefficient of 0.69) (Fig. 5*F*).

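The sib RNAs, ryeA and cspD were lower in the exponential phase both as NAD-RNAs and as total transcripts. cspD fell by 2.84 on the log2 scale in NAD-RNA level (standard error 0.37, adjusted p = 2.9e-12) and ryeA by 4.16 (standard error 0.49, adjusted p = 3.5e-14 from edgeR's quasi-likelihood test). In the other direction, the glucose transporter gene ptsG (3.52, standard error 0.92, adjusted p = 0.0014) and the glycerol gene glpD (4.73, standard error 0.92, adjusted p = 1.2e-05 from edgeR) were higher in NAD-RNA level, as they were in total transcripts. pgk, aspA and gcvB went apart, with less NAD-RNA and more total transcripts in the exponential phase by the signs of their fold changes, of which the total transcript change of pgk passed the test (1.23, adjusted p = 0.0118 from edgeR). Across the 279 genes Pearson's r between the changes was 0.726 and Spearman's rho 0.727. A permutation test over genes, against an r of 0 only, gave p = 1e-04 for both, the smallest that 10000 permutations allow. Of these genes 207 had the same sign in both. These values come from a fit over all genes with a tagged count. Its scaling sets NAD-RNA changes lower than those above, at −3.32 for cspD and 4.28 for glpD. Signs of small changes, such as that of gcvB (−0.58), can depend on this scaling. Both changes come from the same libraries, so r is not 0 with the phases mixed: it was 0.321 to 0.521 over the 9 other splits of the 6 libraries into 3 and 3. Genes are not independent replicates, and total counts include the tagged counts; against untagged counts r was 0.709. Of 204 genes tested for NAD-RNA level 54 passed, 22 higher in the exponential and 32 in the stationary phase, with tagged counts scaled to each library's tagged counts. Scaled to the library's total counts, 86 passed, 15 and 71, and with DESeq2 16 passed. The count is 23 without exponential replicate 2, 26 without exponential replicate 3, and, over all 9 choices of 2 libraries of each phase, 12 to 58 with only these kept and 22 to 68 with these summed (alternatives chosen after the data were seen).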

### NAD-mRNAs and Non–NAD-mRNAs Have Similar Overall Coding Sequences.

The coding regions of the NAD-mRNA reads and non–NAD-mRNA reads were compared to determine if those reads included the annotated start or stop codon. Overall, ∼65% of NAD-mRNAs and 50% of non–NAD-mRNAs contained the start codon sequence (Fig. 6*A*). However, the comparison of the presence of the start codon might not be very meaningful. Firstly, a dozen or so bases at the 5′ end of RNAs are often missed by the Oxford nanopore sequencing (33). Secondly, the start codon sequences in some NAD-mRNAs might not be called correctly by the regular base-calling algorithm because the presence of the nonnucleotide structure at the junction of the NAD-RNA and the RNA tag sequence formed in the ADPRC and SPAAC reactions caused incorrect calling of the first several bases downstream of the NAD^+^ cap. At the 3′ ends, ∼47% of the NAD-mRNAs and 53% of non–NAD-mRNAs contained the predicted stop codon sequence (Fig. 6*A*). The slightly lower percentage of NAD-mRNA reads with the stop codon compared to non–NAD-mRNAs might suggest that the former is slightly less stable than the latter or that synthesis of more NAD-mRNAs was prematurely terminated during transcription compared to non–NAD-mRNAs. Other than that, NAD-mRNAs and their non–NAD-mRNA counterparts generally contain similar overall sequence regions as illustrated from the alignments of the detected transcripts from two protein-coding genes (Fig. 6*B*).

**Fig. 6.**
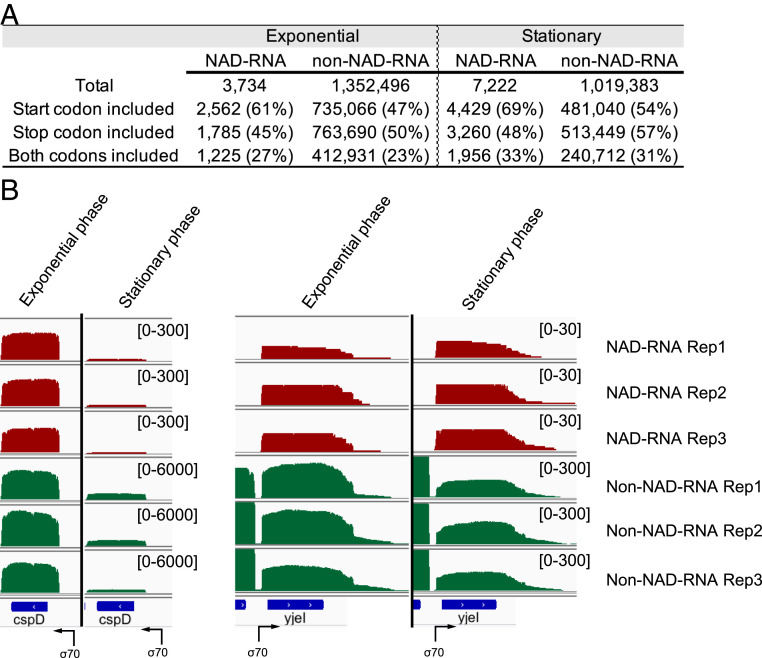
Comparison of overall sequence structures between NAD-mRNAs and non–NAD-mRNAs. (*A*) Presence of the predicted start or stop codon in NAD-mRNA or non–NAD-mRNA reads in the exponential phase and stationary phases. (*B*) Alignments of NAD-mRNA and non–NAD-mRNA reads from two protein-coding genes, cspD and yjeI. The sequencing reads from three replicates of the two growth phases were aligned using the Integrative Genomics Viewer. The number in the bracket denotes the number of reads in each sample. The coding regions of these two genes are shown at the bottom as blue bars. Black arrows indicate the transcription start sites and direction.

## Discussion

The m^7^G cap of eukaryotic mRNAs has long been known to play essential roles in not only mRNA stability but also other steps of gene expression (1, 4, 5). The recent discoveries of NAD^+^ and other NCIN caps in RNAs of both prokaryotic and eukaryotic organisms indicate a previously unrecognized layer of gene regulation. However, molecular and physiological functions of NAD-RNAs remain elusive. It is essential to develop methods for identifying and characterizing cellular NAD-RNAs in order to understand their prevalence and functions.

The NAD captureSeq and NAD tagSeq methods used for genome-wide analysis of NAD-RNAs rely on CuAAC click chemistry for bioconjugation (7, 14). However, RNA fragmentation/degradation caused by copper during CuAAC could lead to reduced sensitivity, identification of fragmented cap-containing 5′ regions as NAD-RNAs, and loss of whole sequence information. To overcome the shortcoming, we have used copper-free SPAAC to replace CuAAC in NAD tagSeq for the development of the NAD tagSeq II method. SPAAC tagging resulted in much longer reads and a much higher efficiency in identifying NAD-RNAs than CuAAC tagging. In budding yeast, it was recently reported that most NAD-mRNAs identified using NAD captureSeq were 5′ fragments from thousands of genes, which might be incidentally produced (21). NAD-mRNAs identified from *E. coli* using NAD captureSeq also showed enrichment in 5′ fragments (7). It is possible that the enrichment of 5′ fragments of NAD-mRNAs found in those studies could partly be due to RNA fragmentation during the CuAAC reaction, leading to identification of NAD^+^ cap-containing 5′ fragments with a truncated 3′ region. Replacing CuAAC by SPAAC could also improve NAD captureSeq-based analysis of NAD-RNA profiles as shown by Hu et al. (30).

Another method termed CapZyme-Seq can provide single nucleotide resolution of 5′ ends of NCIN-capped RNAs (8). In NAD tagSeq and NAD tagSeq II, both CuAAC and SPAAC reactions create a junction between the NAD cap and the RNA tag that is not typical of a nucleotide. Such a nonnucleotide junction causes inaccurate base calling of multiple nucleotides surrounding the junction by the regular algorithm used by the Oxford nanopore system, making it difficult to determine precise 5′ ends of NAD-RNAs. In the future, machine learning algorithms could be developed for precise calling of bases surrounding the junctions to improve the NAD tagSeq II method.

NAD tagSeq and NAD tagSeq II allow simultaneous determination of the relative abundance of NAD-capped and total transcripts from the same genes, if RNA samples are directly sequenced after tagging without enrichment of tagged RNAs. Alternatively, tagged RNAs can be enriched by hybridization to a DNA probe complementary to the tag RNA sequence to increase sequencing depth of NAD-RNAs (14). In this report, we subjected RNA samples to direct sequencing without enrichment of tagged RNAs to learn the relative abundances of NAD-RNAs and total transcripts from the same genes, which could provide useful clues about the possible role of NAD-RNAs in gene regulation. Our study indicates that some *E. coli* genes could produce the majority of their transcripts as the NAD-RNA form under some conditions. In addition, some genes produced a high portion of transcripts as NAD-RNAs in the exponential phase but a low proportion in the stationary phase, and vice versa. The result indicates that production of NAD-RNAs from the same genes could be differentially regulated in response to changing environments, which is consistent with previous observations (8, 15).

The biological significance of NAD-RNAs remains elusive. A large majority of NAD-RNAs of the high-confidence NAD-RNAs identified in this study are from protein-coding genes, but some genes coding for small regulatory RNAs produced a high proportion of their transcripts as NAD-RNAs. NAD-RNAs from *Bacillus subtilis*, yeast, mammals, and *Arabidopsis* were also found to be mainly from protein-coding genes (10, 11, 13, 14, 34). It has been reported that in vitro-synthesized NAD-mRNAs were not translated in a yeast extract or in mammalian cells (11, 34). However, in *Arabidopsis*, NAD-mRNAs were found enriched in the actively translating polysomal fraction, suggesting that NAD-mRNAs could be translated (13). There is a possibility that in addition to the NAD cap, other modifications might also be present in native NAD-mRNAs and essential for translation in eukaryotic cells.

NAD^+^ and its reduced form NADH function as the most important redox cofactors in metabolism. Note that CuAAC and SPAAC reactions both act on NADH as well (30), suggesting that NAD-RNAs identified by these methods may be capped by either NAD^+^ or NADH. It is plausible that production of NAD-RNAs is influenced by NAD^+^/NADH levels, and that NAD-RNA profiles might reflect the cellular nutritional status. NAD-RNA–producing genes in the exponential phase are enriched in metabolic processes and energy production, while those in the stationary phase are enriched in negative regulation of translation (a highly energy-consuming process) and responses to abiotic stimuli. NAD-RNAs might play a role in the reciprocal connection between nutritional cues and gene expression as indicated from NAD^+^ capping of mitochondrial RNAs in eukaryotes (35).

We found that NAD-RNAs are preferentially produced from the genes that were differentially expressed in the two different growth phases. The result further suggests that NAD-RNAs are produced to regulate gene expression. In addition, we found a positive correlation in the changes in the levels of NAD-RNAs and total transcripts from the same genes. The results suggest that NAD-RNAs are produced to enhance expression of the corresponding genes, although the increasing level of NAD-RNAs might be partly due to more active transcription of the corresponding genes. NAD-RNAs could promote stability of the cognate uncapped RNAs in *E. coli* as previously observed (15). Together, our results indicate that NAD-RNAs are selectively produced to perform a specific function in gene regulation in response to changes in environmental conditions. Further studies are needed to define the precise molecular and physiological functions of NAD-RNAs.

## Materials and Methods

### General Materials.

Chemicals used in this study were purchased from Sigma–Aldrich (St. Louis, MO). DNA oligos were synthesized by Beijing Genomics Institute. RNA oligos were synthesized from Integrated DNA Technologies (IDT). All other reagents were purchased from commercial sources and used without further purification.

### In vitro transcription.

The 38-nt NAD-RNA, 38-nt pA-RNA, 38-nt pppA-RNA, 38-nt FAD-RNA, 38-nt dpCoA-RNA, 38-nt ppA-RNA, 38-nt Ap_4_A-RNA, and 50-nt NAD-RNA were produced through in vitro transcription according to the method described previously (14), with minor modifications (*SI Appendix*, *Supplementary Methods*).

### Synthetic RNAs.

RNA oligos used as the tags were synthesized at IDT. Their sequences are as follows: 5′- rGrArArCrCrUrGrArArCrCrUrGrArArC-azide-3′ for 16-nt-RNA-azide, 5′-rGrArArCrCrUrGrArArCrCrUrGrArArC-DBCO-3′ for 16-nt-RNA-DBCO, and 5′-rCrCrUrGrArArCrCrUrGrArArCrCrUrGrArArCrCrUrGrArArCrCrUrGrArArCrCrUrGrArArCrCrU-DBCO-3′ for 39-nt-RNA-DBCO.

### Iodoacetic acid treatment.

The reaction was carried out in 50 μL of solution containing 100 mM Tris⋅HCl, pH 8.0, 10 mM iodoacetic acid, 500 ng 38-nt NAD-RNAs, or dpCoA-RNAs and 50 units of murine RNase inhibitor (NEB) at 37 °C for 15 min. The RNAs were purified with RNA clean kit (Zymo) following the manufacturer’s instructions.

### Tagging of In Vitro-Transcribed RNAs.

The reaction was carried out in 50 μL of solution containing 50 mM Hepes, pH 7.0, 5 mM MgCl_2_, 200 ng RNA, 100 units of murine RNase inhibitor (NEB), 0.425 μM ADP ribosyl cyclase (Sigma), and either 10 μL 4-pentyn-1-ol (for CuAAC) or 10 μL 3-azido-1-propanol (for SPAAC) for 1 h at 37 °C. The reaction was stopped by adding 100 μL phenol/chloroform (5:1, pH 4.5) (Invitrogen). The RNA sample was purified with chloroform extraction and ethanol precipitated. The CuAAC was performed by incubating the RNA in a 50-μL reaction containing 50 mM Hepes, pH 7.0, 5 mM MgCl_2_, 15 μM 16-nt RNA-azide, 1 mM CuSO_4_, 0.5 mM THPTA, 2 mM sodium ascorbate, and 15 μM 16-nt RNA-azide at 25 °C for 30 min. The RNA was ethanol precipitated and dissolved with RNase-free H_2_O. The SPAAC was performed by incubating the RNA in a 10-μL reaction containing 155.2 mM NaCl, 2.97 mM Na_2_HPO_4_, 1.06 mM KH_2_PO_4_, pH 7.4, 10 units of murine RNase inhibitor (NEB), and 75 μM 16-nt RNA-DBCO (for tagging 50-nt NAD-RNA, 38-nt NAD-RNA, 38-nt pA-RNA, 38-nt ppA-RNA, 38-nt pppA-RNA, 38-nt 5′ OH-RNA, 38-nt FAD-RNA, 38-nt dpCoA-RNA, Ap_4_A-RNA and m^7^GpppA-RNA) for 2 h at 37 °C. An equal volume of 2× RNA loading solution (NEB) was added to the RNA samples. After incubation at 95 °C for 5 min, the RNAs were resolved on a 15% denaturing polyacrylamide gel and stained, followed by visualization using the ChemiDoc imaging system (Bio-Rad). Note that the tagging efficiency might differ under different reaction conditions, such as the concentration of tag RNAs and ADPRC and other conditions.

### Media and Culture Conditions.

*E. coli* K-12 stain MG1655 (obtained from the *E. coli* Genetic Stock Center, Yale University) was grown in Luria-Bertani (LB) broth under aeration at 37 °C. An overnight culture was diluted 1:100 into fresh medium and grown to an OD_600_ of 0.32 for the log-phase sample or to an OD_600_ of 2.7 (after 7 h of incubation) for the stationary phase sample.

### Cellular RNA Isolation.

Total RNA was extracted according to the method described by Winz et al. (23). The detailed method is described in *SI Appendix*, *Supplementary Methods*.

### Size Selection.

Size selection was conducted using the RNA Clean kit (Zymo) according to the manufacturer’s instructions. The detailed method is described in *SI Appendix*, *Supplementary Methods*.

### Tagging *E. Coli* RNA with 39-nt-RNA DBCO.

A 100-μL reaction containing 50 mM Hepes, pH 7.0, 5 mM MgCl_2_, 45 μg cellular RNA, 10 μL of 3-azido-1-propanol (Sigma), 0.85 μM ADP ribosyl cyclase (Sigma), and 100 units of murine RNase inhibitor (NEB) was incubated for 30 min at 37 °C. The reaction was stopped by adding 100 μL phenol/chloroform (5:1, pH 4.5) (Invitrogen). The mixture was centrifuged at 12,000 × *g* for 5 min at 4 °C. The upper phase was collected and mixed with 100 μL chloroform. After centrifugation, the upper phase was gently collected and mixed at a 1:3 ratio with 100% ethanol and a 0.1× volume of 3 M NaOAc (pH 5.4). The RNA sample was incubated for 30 min at −20 °C and then centrifuged at 14,000 × *g* for 20 min at 4 °C. The pellet was washed twice with 400 μL 75% ethanol, air dried, and dissolved in 10 μL RNase-free H_2_O. SPAAC was performed by incubating the RNA in a 30-μL reaction containing 155.2 mM NaCl, 2.97 mM Na_2_HPO_4_, 1.06 mM KH_2_PO_4_, pH 7.4, 30 units of murine RNase inhibitor (NEB), and 33.3 μM 39-nt-RNA-DBCO at 37 °C for 2 h. The RNA sample was mixed at a 1:3 ratio with ethanol and a 0.1× volume of 3 M NaOAc (pH 5.4). The RNA was pelleted by centrifugation at 14,000 × *g* for 20 min at 4 °C. The pellet was washed twice with 400 μL 75% ethanol, air dried, and dissolved in 40 μL RNase-free H_2_O.

### Biotin Labeling and Immunoblotting Analysis.

The 200 ng of 38-nt m^7^GpppA-capped RNA was subjected to ADPRC reaction using 4-pentyn-1-ol as substrate, following the procedure for tagging of in vitro transcribed RNAs mentioned above. Then CuAAC-based biotin labeling was performed following the procedure as described (22). Unreacted biotin-PEG3-azide were removed by adding 100 μL phenol/chloroform (5:1, pH 4.5) (Invitrogen). The mixture was centrifuged at 12,000 × *g* for 5 min at 4 °C. The upper phase was collected and mixed with 100 μL chloroform. After centrifugation, the upper phase was gently collected and mixed at a 1:3 ratio with 100% ethanol and a 0.1× volume of 3 M NaOAc (pH 5.4). The RNA sample was incubated for 30 min at −20 °C and then subjected to centrifugation at 14,000 × *g* for 20 min at 4 °C. The RNA sample was separated on a 10% denaturing polyacrylamide gel electrophoresis gel and transferred to a positively charged nylon membrane Hybond-N (Amersham Pharmacia Biotech) and probed with horseradish peroxidase (HRP)-conjugated Streptavidin (Thermo Scientific). The signal was detected using ECL Western Blotting Substrate (Pierce) and blot image was acquired using Chemidoc XRS+ Imager (Bio-Rad).

### Ribosomal RNA Removal.

Removal of 16S and 23S rRNAs was performed using MICROBExpress kit (Invitrogen) which includes binding solution, capture oligonucleotides, and derivatized magnetic beads (see *SI Appendix*, *Supplementary Methods* for details).

### poly(A) Tailing.

A 60-μL reaction containing 20 mM Tris⋅HCl, pH 7.0, 600 μM MnCl_2_, 20 μM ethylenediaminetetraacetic acid (EDTA), 200 μM dithiothreitol, 6 µg acetylated bovine serum albumin (BSA), 10% glycerol, 4 μg RNA, 1 mM ATP, 60 units of murine RNase inhibitor (NEB), and 100 units of yeast poly(A) polymerase (MCLAB) was incubated for 20 min at 37 °C. The reaction was stopped by adding RNA binding solution and the RNA sample was purified with RNA Clean kit (RCC-5) (Zymo) following the manufacturer’s instructions.

### Library Preparation and Sequencing.

For each RNA sample, 1 μg poly(A)-tailed RNA was used to prepare a library using the Nanopore Direct RNA Sequencing Kit (RNA-0002) following the manufacturer’s instructions (Oxford Nanopore Technologies). Each library was loaded onto a flow cell (R9.4) and sequenced on the sequencing device GridION. Base calling was conducted using Guppy software (Oxford Nanopore Technologies).

### NAD Capture RT-PCR.

A total of 100 μg total RNA and IAA-treated 100 μg total RNA were subjected to ADPRC reaction using 4-pentyn-1-ol and 3-azido-propanol as substrate, respectively, following the procedure as tagging of in vitro-transcribed RNAs. Then CuAAC-based biotin labeling was performed following the procedure as described (7). SPAAC-based biotin labeling was performed in a 30-μL reaction containing 155.2 mM NaCl, 2.97 mM Na_2_HPO_4_, 1.06 mM KH_2_PO_4_, pH 7.4, 30 units of murine RNase inhibitor (NEB), and 3.3 mM biotin-PEG4-DBCO (Sigma) at 37 °C for 1 h. Unreacted biotin-PEG4-DBCO and biotin-PEG3-azide were removed by adding 100 μL phenol/chloroform (5:1, pH 4.5) (Invitrogen). The mixture was centrifuged at 12,000 × *g* for 5 min at 4 °C. The upper phase was collected and mixed with 100 μL chloroform. After centrifugation, the upper phase was gently collected and mixed at a 1:3 ratio with 100% ethanol and a 0.1× volume of 3 M NaOAc (pH 5.4). The RNA sample was incubated for 30 min at −20 °C and then centrifuged at 14,000 × *g* for 20 min at 4 °C. The pellet was washed twice with 400 μL 75% ethanol, air dried, and dissolved in 300 μL buffer containing 50 mM Tris⋅HCl, 0.5 M LiCl, 1 mM EDTA, pH 7.5. The RNA solution was incubated with 500 μg magnetic Streptavidin C1 beads (Invitrogen) 37 °C for 30 min and the beads were washed with RNase-free water. The RNAs were eluted by incubating the beads in 80 μL elution buffer containing 50 mM Tris⋅HCl, pH 7.5, 95% formamide, 10 mM EDTA, and 2 mM biotin at 65 °C for 5 min. The RNA was ethanol precipitated and reversed transcribed using PrimeScript RT Master Mix (Takara). PCR was performed using PCR primers (*SI Appendix*, Table S2).

### Preprocessing and Analysis of Sequencing Reads.

The bioinformatic analysis was conducted using our home-made pipeline, TagSeqTools (36). Tagged and nontagged reads were identified using the TagSeek module with default setting (similarity = 12). Two sets of reads generated from the TagSeek step were subjected to TagSeqQuant for aligning to both the reference genome and transcriptome of *E. coli* strain K-12 substrain MG1655 (37), with the default alignment parameters of minimap2 (38). In this step, gene coverage files of tagged and nontagged reads were generated for visualization, and raw counts of genes were produced for further analysis.

### Correlation, Functional Analysis, and Visualization.

Pairwise Pearson correlation values were calculated using the statistics package in R 3.5.1 (http://www.r-project.org/). GO enrichment analysis was performed using the binomial test in the PANTHER database (39), and terms with a *P* value of <0.05 after false discovery rate correction were considered to be significant. The Integrative Genomics Viewer (IGV) (40) was used to visualize NAD-RNAs and non–NAD-RNAs.

### Correlation of NAD-RNA Levels with Total Transcript Levels.

The DESeq2 package (41) was adopted to calculate the difference in NAD-RNA levels and total transcript levels between stationary and exponential phases. The raw counts were scaled by the library sizes using the default normalization settings in DESeq2, with a significance test for differential expression based on the negative binomial distribution.

## Supplementary Material

Supplementary File

Supplementary File

Supplementary File

Supplementary File

Supplementary File

Supplementary File

## Data Availability

Raw fastq data have been submitted to the National Center for Biotechnology Information Gene Expression Omnibus repository (accession no. GSE153253). Additional experimental procedures are included in *SI Appendix*, *Supplementary Methods*.

How the deposited data were processed for this re-analysis (not part of the article)

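The series holds 10 libraries of Escherichia coli K-12 total RNA, 3 ADPRC+ and 2 ADPRC− in each of the exponential phase (3 h) and the stationary phase (7 h). The times are those of the paper; for the stationary cells the sample labels give an OD600 of 1.9 and the paper one of 2.7 after 7 h, and which of the 2 holds is not known. The authors sequenced the RNA directly on nanopores, called bases with Guppy, found tagged reads with TagSeek, aligned tagged and untagged reads with minimap2 at default parameters to the MG1655 genome and transcriptome, and made the raw counts per transcript with TagSeqQuant, as the paper's methods and the file headers state; no version of these tools is given. The values as deposited are raw counts of tagged reads and of all reads, not normalized. How reads with several alignments were counted and whether strand was used are not stated. In each library the rows of the 16S rRNA genes lie within 2 times of each other, as do those of the 23S rRNA genes, and the 14 rows sum to more than the reads that the paper gives, so a read can be counted more than once. They were left out of all totals. 1 row names no gene and holds 0 reads.

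Gene names came from the paper's supplementary tables and from locus tags. Of 4304 gene rows 2096 have a name (1998 from Dataset S1, 81 from Dataset S3 and 17 from locus tags), and these hold 68.4% of the reads without rRNA. The copy of Dataset S1 used here lacks 1648 rows, so tests of gene lists used the range of 2217 rows where names are nearly complete; 999 of the 1006 rows there with a mean of at least 20 reads are named. Start and end in Dataset S1 equal the reference for 1979 of 1998 genes. 21 gene lists were written from general knowledge of Escherichia coli; 18 had at least 5 members that could be tested. The sib antisense RNAs, the small regulatory RNAs and the genes of ribosome hibernation had fewer, and their members are reported singly.

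Library totals without rRNA run from 256164 to 643247. A gene with no tagged count was given the limit that 3 counts allow, and shares have exact 95% binomial intervals for counting error. High-confidence genes have an NAD share of at least 0.2% and at least 2 tagged counts in at least 2 of 3 replicates, the paper's criteria. Total transcripts were tested with edgeR 4.0.16 in R 4.3.3 (TMM scaling, filterByExpr, quasi-likelihood, prior count 0.125) on the 6 ADPRC+ libraries. The NAD share of 204 genes with at least 10 tagged counts over those libraries was tested in edgeR as the change of tagged against untagged counts between the phases, with a term for each library, and leaves 4 residual degrees of freedom. edgeR also draws on a spread shared across genes, so its p-values can be far smaller than these 4 alone would give. The NAD-RNA level of the same genes was tested on tagged counts alone. Adjusted p-values use the Benjamini-Hochberg method with a threshold of 0.05. Gene lists were tested with camera in limma 3.58.1 with a preset correlation of 0.01, and against the high-confidence genes with Fisher's exact test. Shares of whole libraries were compared with exact permutation tests. Matched sets were drawn 10000 times from 10 bins of mean total reads, correlations were permuted over genes 10000 times, and tables were simulated 1000 times. DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were also used.

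The tests, the alternatives and the rule for named genes were written before the data were examined, apart from those named as later in the closing section. The rule names every gene that the paper's text, Table 1, Fig. 4 and Fig. 6 name; for total transcripts and the NAD share, the 10 genes per direction with the largest change past the threshold and no overlap between the replicates of the phases, with a mean of at least 50 total reads for total transcripts; the 10 high-confidence genes with the highest share in each phase; and up to 4 members of each list with the smallest adjusted p. Values in the paper's supplementary tables count as seen before the rule was written, and before the design was fixed DESeq2 had been run on the part of Dataset S2 printed with the paper, to choose between 6 ADPRC+ libraries and all 10. Other genes named in the passages, such as hpf, gadX, acpP, zapA, modA, glpF and the members named as high-confidence, were chosen after their values were seen. Some results for single genes are not reported here.

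The alternatives were DESeq2, RLE scaling, no filter, rRNA kept, ssrA left out, all 10 libraries, the replicate number as a block, other minimums of reads and share, other backgrounds, and leaving out each library in turn. The tests were tested on simulated data. For total transcripts, 24% of planted 2-fold and 93% of 4-fold changes were called, with 13 false calls among 2521 genes. For the NAD share, with the spread estimated from the replicates and at least 10 tagged reads, 0% of 2-fold, 35% of 4-fold and 70% of 8-fold changes were called, and with at least 30 tagged reads 0%, 57.5% and 87.5%. A first version of this simulation used a larger spread (0.02) and called 5% of 4-fold and 20% of 8-fold changes with at least 10 tagged reads; the other settings were added after this was seen. For the NAD-RNA level with at least 10 tagged reads, 12.5%, 35% and 82.5% were called. The high-confidence criteria, tried for the stationary phase, found 60 of 60 planted genes and 0 of the others. The gene ontology analysis of the paper was not repeated, since the gene lists here take its place. Blots, gels and tests of synthetic RNA in the paper have no counts and were not analysed here.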

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

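Of the tests below, the count of genes with a higher share in the exponential phase and the test against a common factor for all genes were chosen after the result was seen. The rRNA rows, which the paper does not analyse for the tag, had a tagged share of 0.0580% ± 0.00774 (SD, n = 3) in the stationary ADPRC+ libraries, above the 0.0182% and 0.0355% of the ADPRC− libraries of that phase. In the exponential phase it was 0.0314% ± 0.00521 (SD, n = 3), against 0.0288% on average without the enzyme.

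The tagged share of whole libraries was higher in the stationary phase. A different mix of transcripts at an unchanged share per gene is argued against, since with the exponential mix the ratio is 2.34 (2.18 to 2.43 leaving out any 1 library). A factor common to all genes, such as another yield of tagging or detection, is argued against as the whole of the pattern by 20 of 204 genes whose share changed by another factor (edgeR's quasi-likelihood test, 6 toward the exponential and 14 toward the stationary phase; 7 without stationary ADPRC+ replicate 3, and 11 and 13 without exponential ADPRC+ replicates 2 and 3). That edgeR test draws on a spread shared across genes, so this argument rests in part on that shared spread. Only 3 genes had a higher share in the exponential phase, which is too few to decide by itself. A common factor for part of the rise, and more NAD capping in stationary cells, may both contribute and stay open.

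High-confidence genes changed in total transcripts more often than other genes (53.8%). More reads per gene are argued against as the whole of it, since the upper end of the central 95% of sets matched on reads is 48.0%. Tagged reads counted within the total are argued against too, since 52.0% of these genes pass on untagged reads. The high-confidence criteria need tagged reads within a phase, so a gene with more reads in that phase meets them more easily. The matched sets are not matched on how the reads of a gene divide between the phases, so they cannot remove this selection. It stays open as an account of the excess. A link between NAD capping and regulation by growth phase was not separated from this selection. Such a link may remain only as a hypothesis, found and tested on the same libraries. The share is 34.9% without exponential ADPRC+ replicate 2 and 35.4% without stationary ADPRC+ replicate 3, and 11.7% to 81.3% over all 9 choices of 2 libraries of each phase kept, with the excess over other genes past the threshold in each.

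Genes with few reads had the highest NAD shares among high-confidence genes. A gene with few reads meets the minimum of 2 tagged reads only at a high share. As the whole of the contrast with the 200 most highly expressed genes, this minimum is argued against. Without any selection, the share over genes ranked below 1000 was at least 2.32 times that of those 200 genes in each exponential replicate. In each stationary replicate it was at least 3.19 times. ssrA holds part of this difference, and the ratio of means without it is 2.37 and 1.97. Against the other genes of the first 1000 the difference was small, 0.474% against 0.395% in the exponential and 1.13% against 0.902% in the stationary phase. Below the first 200 ranks the minimum therefore stays open as an account of the high shares. Transcripts that start more often with NAD at weakly expressed genes, or a loss of tagged reads at some abundant RNAs, may add to the pattern and were not tested.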

How the results depend on the processing

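Keeping or summing 2 libraries of each phase was chosen after the data were seen; the other alternatives were not. All 9 choices were run for each. A first version used only the libraries that cluster together by their measured values, kept (1741 genes for total transcripts) or summed (311); these are the highest and the lowest of the 9 choices. Of 221 alternatives to the results for whole groups of genes, 168 kept the direction and the side of the threshold or stayed within 1.5 times the count or 1 SD, and 53 did not. Of the results with a p-value and a direction, 0 turned the direction. Counts of genes or lists, and values without a p-value, were judged on size alone and could not turn. The balance of a count between the phases was not judged. Among lists that did not pass, aerobic respiration turned from higher to lower by fry, which tests a list against no change and not against other genes, and without exponential ADPRC+ replicate 1 or stationary ADPRC+ replicate 2, and translation factors did with all 10 libraries. Of 91 named genes past the threshold for total transcripts 71 passed in every alternative set before, and of 21 for the NAD share 9 did; 0 changed sign. Median changes of all genes shifted by less than 0.1 (log2) under each scaling. Some list medians moved more. That of flagella and chemotaxis was 3.85 with TMM, 1.73 with rRNA kept and 2.83 with ssrA left out. That of carbon scavenging was 2.41 with TMM and 2.12 with ssrA left out. The cause of these moves was not tested. The medians of translation factors (−0.15) and prophage genes (−0.07) differ in sign from their means (0.04 and 0.22), and that of aerobic respiration is 0.05 with TMM and −0.04 with rRNA kept. The cause was not tested for any change below, apart from those that the setting itself brings (fewer libraries or stricter minimums).

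The 129, 229, 79 and 279 high-confidence genes (exponential phase, stationary phase, both, either) become 312, 535, 199 and 648 with at least 1 tagged read; 78, 153, 47 and 184 with at least 3; 60, 119, 40 and 139 with 3 of 3 replicates; and 28, 81, 24 and 85 with Fisher's exact test against ADPRC−. Leaving out 1 library gives 66 to 129 (66 without exponential ADPRC+ replicate 2, 79 without replicate 3), 146 to 229 (146 without stationary ADPRC+ replicate 1, 147 without replicate 3), 50 to 68 (50 without exponential ADPRC+ replicate 2) and 210 to 269. The mean shares of 2.08% and 5.31% have medians over genes of 1.43% and 2.98%, and 4.49% in the stationary phase for genes with at least 20 reads; leaving out 1 library gives 2.22% to 2.40% and 6.10% to 6.14%. The ratio of tagged shares was 38.4 to 45.7 (ADPRC+ over ADPRC−) and 1.87 to 2.02 (stationary over exponential) leaving out 1 library, and 4.60 and 2.26 with rRNA kept. List enrichment by Fisher's exact test, 3 lists in the exponential and 2 in the stationary phase, becomes 0 and 0 against matched sets (1 and 1 at an unadjusted p under 0.05), 4 in the stationary phase against all detected genes, 0 to 3 leaving out 1 exponential library (0 without replicate 2, with 3 at an unadjusted p under 0.05, and 0 without replicate 3, with 4) and 1 to 2 leaving out 1 stationary library (1 without replicate 3).

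The 1000 genes changed in total transcripts become 632 to 1357 leaving out 1 library (637 without exponential ADPRC+ replicate 2, 655 and 632 without stationary ADPRC+ replicates 1 and 3), 180 to 1741 with 2 libraries of each phase kept and 311 to 1509 with 2 summed, where 11.7% to 81.3% and 15.8% to 70.3% of high-confidence genes pass. The 54 genes changed in NAD-RNA level (22 higher in the exponential and 32 in the stationary phase) become 16 with DESeq2, 86 (15 and 71) with total library sizes, 27 with at least 20 tagged reads, 12 to 58 with 2 libraries of each phase kept, 22 to 68 with 2 summed and 23 to 48 leaving out 1 library (23 without exponential ADPRC+ replicate 2, 26 without replicate 3, 36 without stationary ADPRC+ replicate 1). The 56 genes changed in NAD share become 21 with a quasi-binomial model per gene, and 19 to 48 with 2 libraries of each phase kept. The 8 gene lists become 0 by camera with an estimated correlation (1 at an unadjusted p under 0.05), 6 with all 10 libraries (ribosomal proteins do not pass and flagella have too few members to test) and 7 to 10 leaving out 1 library; fry, whose question is another one, gives 11. The test of ADPRC+ against ADPRC− within a phase by edgeR gives 0 genes (156 exponential and 19 stationary at an unadjusted p under 0.05; 0 by DESeq2), and 0 to 1007 leaving out 1 library, 1007 without exponential ADPRC+ replicate 1.

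With the replicate number as a block (replicate block), 749 genes change in total transcripts, 27 in NAD-RNA level and 43 in NAD share, 41.8% of high-confidence genes change, r is 0.728 and 8 lists pass; the tagged share of the phases has an exact p of 0.25, the smallest for 3 pairs. Deviations of libraries with the same number correlate at −0.099, −0.048 and 0.079, and not every library correlates best with its own number, so the numbers do not pair the samples. The 10 splits of the 6 ADPRC+ libraries into 3 and 3 are too few for a share under 0.05. The real split and the highest other give 1000 and 0 genes in total transcripts, 53.8% and 0% of high-confidence genes, 54 and 0 in NAD-RNA level, 56 and 1 in NAD share, 0.726 and 0.521 for r, each with 1 split as high, and 8 and 8 gene lists, with 2 splits as high.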

Differences from the paper's values

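The paper gives 24% of detected genes as differentially expressed in total transcripts at an adjusted p of at most 0.05, against 38.2% of the 2619 genes tested here with edgeR at the same threshold; the paper's share is over all genes detected. As counts the 2 are close, 946 of 3907 genes in the paper and 1000 here (944 with DESeq2, which the paper used). Of the alternatives set before the data were examined, DESeq2 (26.1%), no filter on low counts (25.4%), the replicate block (28.6%) and leaving out exponential ADPRC+ replicate 2 (23.5%) or 3 (27.5%) or stationary ADPRC+ replicate 1 (24.5%), 2 (33.5%) or 3 (23.6%) come within 1.5 times the paper's value. RLE factors (37.7%), rRNA kept (36.4%), all 10 libraries (50.3%), ssrA left out (38.0%) and leaving out exponential ADPRC+ replicate 1 (47.9%) do not.

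The paper gives a correlation of 0.69 between the changes in NAD-RNA and total transcripts, against 0.726 here, with a bootstrap standard error of 0.0310. Of the alternatives set before the data were examined, untagged reads (0.709) and leaving out exponential ADPRC+ replicate 2 (0.689) or 3 (0.707) or stationary ADPRC+ replicate 2 (0.701) or 3 (0.717) come within that error. Spearman's rho (0.727), DESeq2 (0.738), genes with at least 10 tagged reads (0.778), the replicate block (0.728) and leaving out exponential ADPRC+ replicate 1 (0.724) or stationary ADPRC+ replicate 1 (0.731) do not. The fold changes in the authors' Dataset S5 give 0.736.

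The paper states that most of the high-confidence genes are differentially expressed in total transcripts; here 148 of 275 pass at an adjusted p of 0.05 (53.8%), and the authors' Dataset S5 holds 164 of 279 genes at an adjusted p of at most 0.05 and 188 at an unadjusted p of at most 0.05. The paper's text counts the high-confidence genes outside the protein-coding ones as small regulatory RNAs, and its Table 1 lists ykgS as protein coding; here there are 8 small RNAs, and ykgS is annotated as a pseudogene. The stationary ADPRC+ libraries here hold fewer tagged counts (8179) and fewer counts without rRNA (1590587) than the paper gives as reads, while the tagged counts of the exponential ones (3990) are close to the paper's number. The paper gives a lower share of rRNA among its reads than the 73.5% to 87.8% of the counts in the ADPRC+ libraries here, where a read can be counted on several rRNA genes.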

Other observations

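Lists that did not pass as a whole still held genes that changed in total transcripts. In amino acid biosynthesis 9 of 33 genes were lower in the exponential phase and 2 higher (adjusted p = 0.121 from camera, and 0.0342 without exponential ADPRC+ replicate 1), among them trpD (−2.98), trpC (−2.52) and trpA (−2.44) of tryptophan synthesis. In heat shock and proteolysis 4 of 12 were lower and none higher (adjusted p = 0.305 from camera), among them hspQ (−1.99). In iron acquisition 4 of 18 were lower, among them the enterobactin receptor gene fepA (−4.44), and 1 when adjusted over the list alone (adjusted p = 0.318 from camera, and 0.0303 without stationary ADPRC+ replicate 1).

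Of nucleoid proteins and global regulators 4 of 10 were lower, among them fnr (−1.82), and 1 higher (adjusted p = 0.690 from camera). Against no change, and not against other genes, fry gives these regulators an adjusted p of 0.0472, heat shock 0.00930 and amino acid biosynthesis 0.00491. Aerobic respiration (2 higher and 3 lower of 21), translation factors (3 and 3 of 20), cold shock proteins (1 and 2 of 5), purine and pyrimidine metabolism (2 and 1 of 17), NAD metabolism (1 and 1 of 12) and prophage genes (2 and 1 of 9) went both ways, with adjusted p from camera of 0.124 to 0.708; purine and pyrimidine metabolism passes without exponential ADPRC+ replicate 1 (0.00868). Flagella and chemotaxis had no high-confidence gene among 25 named members in either phase.

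Of the tests here, the simulation with the spread between replicates was chosen after the result was seen. If each gene kept a fixed NAD share, with 1 factor between the phases, the changes in NAD-RNA and total transcripts would correlate below 1 through counting noise alone. In 1000 tables simulated so, r had a median of 0.840 and 95% of values from 0.806 to 0.865, above the observed 0.726. With the spread of shares between replicates added, 95% lay from 0.748 to 0.828. The 279 genes were chosen by their tagged counts in these same libraries, which can also bear on the observed r. A change of the NAD share itself at some genes therefore stays only 1 possible account of the rest.

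ADPRC+ and ADPRC− libraries of the same phase were compared in total counts. edgeR called 0 of 2353 genes in the exponential and 0 of 2534 in the stationary phase (156 and 19 at an unadjusted p under 0.05; 0 by DESeq2), but 1007 in the exponential phase without ADPRC+ replicate 1, which lies in the same set as the ADPRC− libraries. Between libraries of a set, chi-square per degree of freedom was 1.29 to 3.70 in the exponential and 1.31 to 2.24 in the stationary phase, and between sets 25.7 to 34.0 and 13.8 to 16.3.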
